# Structure-function analysis of purified proanthocyanidins reveals a role for polymer size in suppressing inflammatory responses

**DOI:** 10.1038/s42003-021-02408-3

**Published:** 2021-07-21

**Authors:** Audrey Inge Schytz Andersen-Civil, Milla Marleena Leppä, Stig M. Thamsborg, Juha-Pekka Salminen, Andrew R. Williams

**Keywords:** Mechanism of action, Applied immunology

## Abstract

Proanthocyanidins (PAC) are dietary compounds that have been extensively studied for beneficial health effects due to their anti-inflammatory properties. However, the structure-function relationships of PAC and their mode-of-action remain obscure. Here, we isolated a wide range of diverse PAC polymer mixtures of high purity from plant material. Polymer size was a key factor in determining the ability of PAC to regulate inflammatory cytokine responses in murine macrophages. PAC polymers with a medium (9.1) mean degree of polymerization (mDP) induced substantial transcriptomic changes, whereas PAC with either low (2.6) or high (12.3) mDP were significantly less active. Short-term oral treatment of mice with PAC modulated gene pathways connected to nutrient metabolism and inflammation in ileal tissue in a polymerization-dependent manner. Mechanistically, the bioactive PAC polymers modulated autophagic flux and inhibited lipopolysaccharide-induced autophagy in macrophages. Collectively, our results highlight the importance of defined structural features in the health-promoting effects of PAC-rich foods.

## Abstract (web summary)

Andersen-Civil et al isolated a range of proanthocyanidin (PAC) polymer mixtures from plant material and demonstrated that polymer size was a key determinant of the ability of PACs to regulate inflammatory responses in murine macrophages, and intestinal tissues following oral intake. The PAC polymers modulated autophagic flux and inhibited lipopolysaccharide-induced autophagy in macrophages, which could help to explain the health benefits of PAC-rich food.

## Introduction

There is currently intense interest in elucidating how dietary components may influence health and disease, in part due to increasing prevalence of chronic inflammation throughout the world^1,2^. Plant bioactive components found in the diet that may modulate inflammation include carotenoids, plant sterols, glucosinolates, and polyphenols^3^. Polyphenols represent one of the major groups of natural antioxidants with more than 8000 polyphenolic compounds identified in various plant species^4^. They are specialized plant metabolites and are commonly found in the human diet, especially in fruits and vegetables^5,6^. Polyphenols act as the active component in many commercialized plant preparations, and have been associated with beneficial effects on health^3,6^. Epidemiological and experimental studies have thus investigated how polyphenols may have protective properties against cardiovascular diseases, cancer, diabetes, neurodegenerative disease, and microbial infections, among other diseases^4,7,8^.

Proanthocyanidins (PAC), also known as condensed tannins, are among the most common dietary polyphenols^9^. They are characterized by their high molecular weight, and consist of oligomers and polymers of flavan-3-ol monomeric subunits^6,10^. Flavan-3-ols are formed by two phenyl rings, A and B, and one heterocyclic ring C, with different hydroxylation patterns of rings A and B^11,12^. They may also display gallic acid residues attached by an ester bond to the C-ring hydroxyl, as seen in catechin gallates^13^. The four most common flavan-3-ols are (+)-catechin and its *cis* isomer (−)-epicatechin, and (+)-gallocatechin and its *cis* isomer epigallocatechin^10^, which can be joined by inter-flavanol bonds to form oligomers or polymers. When part of an oligomeric or polymeric PAC structure, (epi)catechins are known as procyanidin (PC) units and (epi)gallocathechins are known as prodelphinidin (PD) units (Fig. 1a). Depending on the nature of their linked flavan-3-ol subunits, PAC are thus referred to as either PC-type PAC, which are the most common type of PAC, PD-type PAC, or as PC/PD mixtures^10,12^. PAC are further characterized based on their galloylation and polymerization. The percentage of galloylation describes the proportion of galloylated monomers, while the number of monomeric subunits dictates the degree of polymerization^13^. The polymer chain lengths of PAC molecules vary greatly depending on the plant sources and thus, mean degree of polymerization (mDP) is a commonly used measure for the average number of monomeric subunits.

**Fig. 1:**
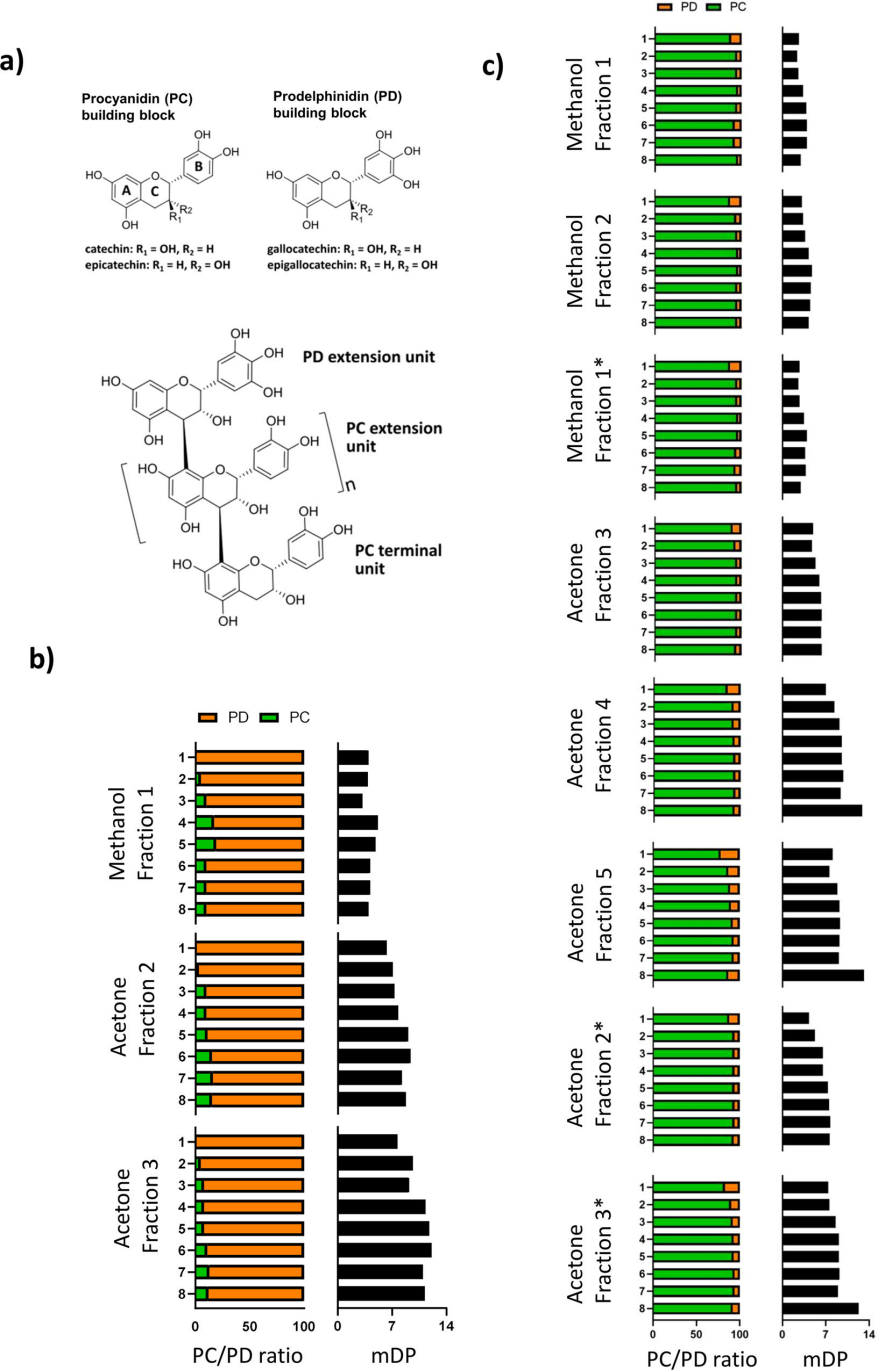
Molecular characteristics of proanthocyanidins. **a** The structures of (epi)catechin and (epi)gallocatechin, which give basis to the most common proanthocyanidin (PAC) structural units, procyanidin (PC) and prodelphinidin (PD) units are displayed as single building blocks. The figure also depicts a model structure of an oligomeric PAC consisting of PD and PC extension units and a PC terminal unit (*n* = number of PC or PD extension units). PAC samples used in this study showed varying chemical characteristics, with samples extracted from **b** alpine currant (*Ribes alpinum*) being rich in prodelphinidins (PD), whereas samples extracted from **c** grape (*Vitis vinifera)* pomace were rich in procyanidins (PD). Samples were purified and extracted by Sephadex LH-20 fractionation with methanol followed by acetone. Further purification was conducted by semi-preparative liquid chromatography, resulting in eight highly purified samples for each of the Sephadex fractions. Each sample was analyzed by UPLC-MS/MS samples produced from grape pomace were prepared in two batches, thus fractions labeled with “*” represent the second batch of samples. mDP mean degree of polymerization.

Inflammation is a natural response to harmful stimuli, and results in the secretion of several cell-derived mediators, including cytokines, prostaglandins, and reactive oxygen species (ROS) to protect cells and tissues. The detrimental effects of inflammation arise when it perseveres and causes permanent damage of the tissues due to homeostatic imbalance of the immune regulatory functions^5^. Numerous studies have shown that PAC can have beneficial effects on inflammatory and metabolic disorders, such as obesity and inflammatory bowel disease^14,15^. Furthermore, epidemiological studies recorded lower incidences of cancer, atherosclerosis, and metabolic syndrome in human populations consuming PC-rich foods, although conclusive evidence is still lacking to support beneficial effects on human health^8,16^. The mechanisms underlying the anti-inflammatory effects of PAC are unclear, but are speculated to include direct interactions between PAC molecules and immune cell functions and pathways, as well as a potential prebiotic effect on the gut microbiota. There is a general consensus that PAC molecules remain stable in the stomach, and that only monomers are absorbed in the small intestine^17,18^. Thus, the majority of ingested PAC reach the colon, where they may be metabolized by the gut microbiota^19,20^. Moreover, polymeric PAC remain at the lumen–mucosal interface where they may also directly interact with epithelial or immune cells. Several studies have shown that PAC can suppress several inflammatory markers in macrophages and intestinal epithelial cells in vitro, such as ROS and tumor necrosis factor-α (TNF-α), as well as the expression of inducible nitric oxide synthase and cyclooxynase-2 proteins, and thereby suppressing nitric oxide (NO) and prostaglandin E_2_. This may be due to the downregulation of the p38 mitogen-activated protein kinase (MAPK) and Akt signaling pathways, leading to the inhibition of the transcription factor nuclear factor-κB (NF-κB), which is important for the regulation of genes involved with inflammation^21–24^. The direct effects of PAC on other cell lines, including lymphoid cell lines and peripheral blood mononuclear cells, has also been demonstrated by their ability to down-regulate transcription and secretion of pro-inflammatory cytokines and to up-regulate the secretion of anti-inflammatory cytokines^12,22,25,26^. Furthermore, anti-inflammatory properties of PAC have also been described in animal models of various diseases, where dietary PAC have been shown to modulate NF-κB sigaling and inhibit the production of ROS and pro-inflammatory cytokines such as IL-6 and TNFα^14,15,27–29^.

Despite these documented effects of PAC on inflammatory activity, mechanistic and structure–function activity studies are limited. Investigation of the bioactivity of PAC is challenging due to the complexity of the PAC molecules and associated difficulties with characterization and purification. The isolation of PAC with high polymerization remains a challenge due to the difficulties related to separating polymeric molecules of different sizes from each other. Thus, structure–function relationship studies with PAC have been limited to relatively crude fractions consisting of mixtures of low or high mDP. Studies utilizing such fractions have suggested that the degree of polymerization of PAC may be an important parameter for the outcome observed in vitro and in vivo, with higher mDP often correlating with higher biological activity^22^. For example, γδ T cells are more effectively activated by PAC fractions with an mDP higher than six^30^, and inhibition of lipopolysaccharide (LPS)-induced cytokine production in macrophages also appears to correlate with increasing mDP^22^. In addition, the PC/PD ratio is thought to play a role for the activity of PAC, potentially due to the ability of PD-type polymers to form greater numbers of hydrogen bonds with proteins because they have more hydroxyl groups than PCs^31^.

Recently, we developed a method that splits the characteristic PAC polymeric mixtures into precise fractions by Sephadex LH-20 fractionation followed by semi-preparative liquid chromatography (LC)^32^. This resulted in chemically well-characterized PAC samples with higher purity, differing mDPs and PC/PD ratios, and thus allowed a better comprehension of the relationship between the structure and bioactivity of PAC. Here, we investigated how highly purified PAC with differing structural characteristics may affect inflammatory responses. We utilized interleukin 6 (IL-6) production from LPS-activated RAW 264.7 macrophages as a screening tool to assess structure–function relationships of PAC isolated from two different plant sources. Combined with in vitro and in vivo transcriptomics after exposure to different PAC polymers, we identified relationships between PAC structure and bioactivity that may have broad implications for the development of PAC-based dietary supplements.

## Results

### Purification of PAC and analysis of structural features

As a first step in elucidating the structural characteristics that govern the bioactivity of PAC, we selected two plant sources to serve as source material for isolation of purified fractions. In order to assess the relative importance of PC or PD units, we selected plants that contain either PC-rich PC/PD mixtures (hereafter PC-type PAC) or PD-rich PC/PD mixture (hereafter PD-type PAC). Grape (*Vitis vinifera*) pomace, hereafter GP, is a by-product of wine production that is rich in PC-type PAC. In contrast, alpine currant (*Ribes alpinum*), hereafter AC, is a temperate herb found in Northern Europe that primarily contains PD-type PAC. Thus, material from these two distinct plant sources allowed us to derive pure PAC samples mainly consisting of either PC- or PD-type polymers, which we further sought to fractionate into samples of a precisely defined mDP. PAC were extracted with acetone/water (80/20, v/v) and fractionated by Sephadex LH-20 gel chromatography. Semi-preparative LC was subsequently used to derive 24 and 64 highly purified samples from AC and GP, respectively^32^. Ultraperformance liquid chromatography-tandem mass spectrometry (UPLC-MS/MS) analysis of each of the isolated PAC samples was used to assess structural features^33^. The samples derived from AC were 81–99% PD-type PAC with mDP values ranging between 3.2 and 12.1. In contrast, samples derived from GP were 78–96% PC-type PAC with mDP values ranging between 2.4 and 13.2 (Fig. 1b, c). Thus, our technique successfully isolated highly purified PAC covering a wide range of mDP.

### Reduction of IL-6 secretion in LPS-activated macrophages stimulated with PAC

To assess the relative ability of the isolated PAC to modulate inflammatory responses, murine RAW 264.7 macrophages were stimulated with LPS alone or LPS combined with purified PAC derived from GP or AC. Samples were initially screened at concentrations of 3–50 µg/mL that resulted in no toxicity to the cells (Supplementary Fig. 1), and was comparable to previous studies, which have demonstrated anti-inflammatory activity of PAC-rich extracts in cells at similar or higher concentrations^21,23^. PAC samples (15 µg/mL) derived by semi-preparative LC significantly reduced LPS-induced IL-6 secretion. For GP, samples with low mDP (< 4) inhibited IL-6 secretion inefficiently, with around 30% inhibition. Greater inhibition (up to 60%) was observed in samples with higher mDP, with a consistently high inhibition evident in a group of samples with mDPs between 5 and 10 (Fig. 2a). However, increasing mDP above 10 did not enhance activity, but resulted in a decrease of IL-6 inhibition. Thus, the relationship between mDP and inhibition of IL-6 secretion followed a quadratic relationship (*p* < 0.001 by regression analysis; Fig. 2a). This was further demonstrated by grouping samples into three distinct groups with either low, medium, or high mDPs, which showed clearly that the samples with a medium mDP had a higher (*p* < 0.01) inhibition of IL-6 secretion than those with a low or high mDP (Fig. 2b). As the different samples were tested at equal w/v amounts, the results suggest that the mDP was an important contributor to the bioactivity. Results obtained from samples with differing mDP tested at equimolar concentrations of 7.8 µM (Supplementary Fig. 2A) showed similar results, with medium mDP samples being most effective, confirming that the polymerization determined the activity. Overall, these results demonstrate that increasing the mDP of GP PAC enhanced anti-inflammatory activity up to a threshold, where after mDP no longer was associated with high activity.

**Fig. 2:**
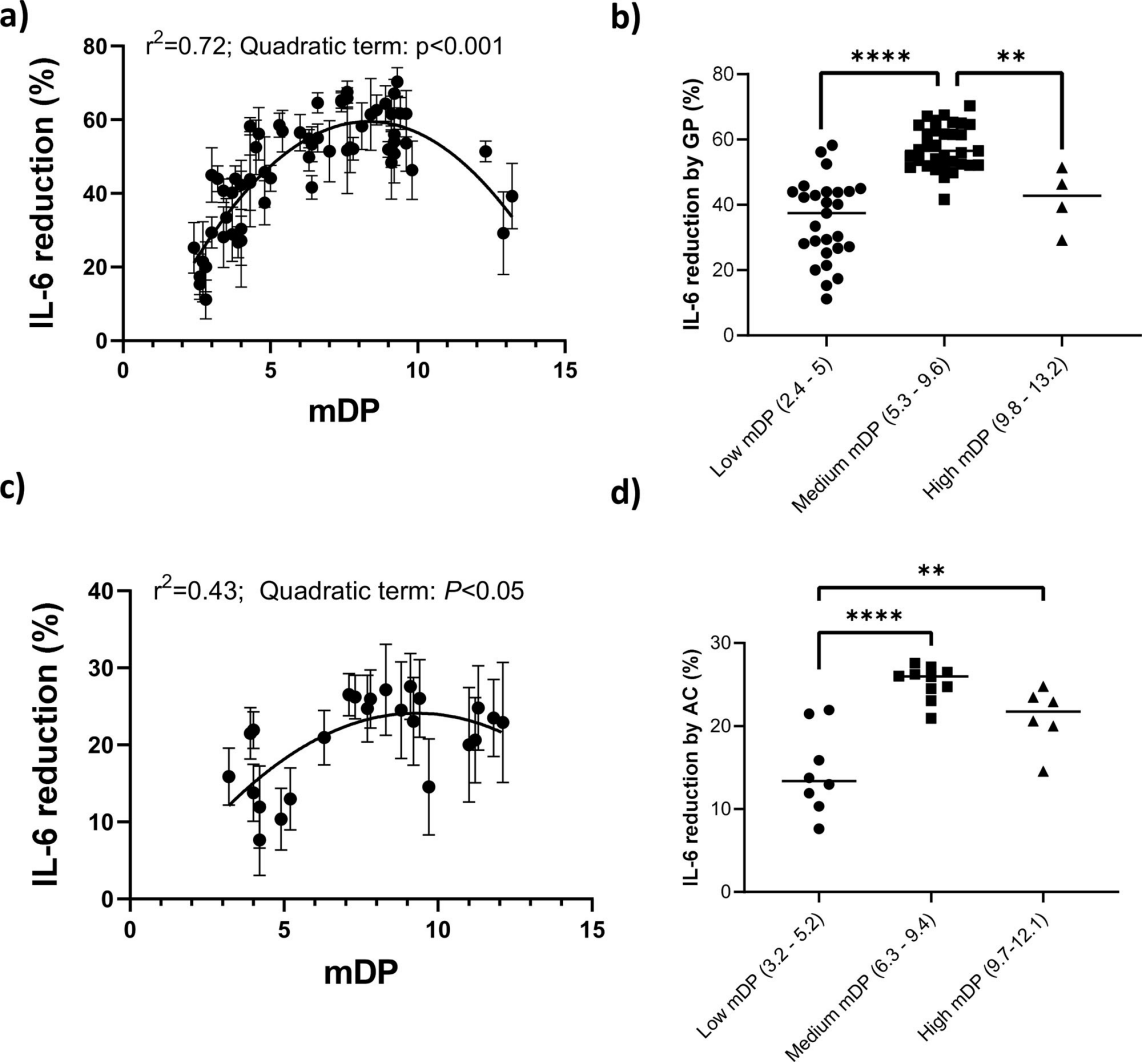
Suppression of IL-6 secretion in lipopolysaccharide-activated macrophages by proanthocyanidins is influenced by polymerization. **a** Proanthocyanidins (PAC) derived from grape pomace (GP) reduced IL-6 secretion in lipopolysaccharide (LPS)-activated macrophages, with the relationship between mDP and IL-6 reduction best described by a quadratic function (quadratic regression with curve-fitting analysis). Each data point represents mean and SEM of at least three independent experiments. **b** IL-6 reduction in GP PAC samples stratified into low, medium, and high mDP. **c** PAC derived from alpine currant (AC) reduced IL-6 secretion in lipopolysaccharide (LPS)-activated macrophages, with the relationship between mDP and IL-6 reduction best described by a quadratic function (quadratic regression with curve-fitting analysis). Each data point represents mean and SEM of at least three independent experiments. **d** IL-6 reduction in AC PAC samples stratified into low, medium, and high mDP. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA. All samples were tested at 15 µg/mL.

Evaluation of the AC samples, comprised almost exclusively of PD-type PAC, revealed a generally lower suppression of IL-6 secretion than that achieved by GP PAC across a similar range of mDP (Fig. 2c). Again, the relationship between mDP and inhibition of IL-6 secretion was best described by a quadratic function, with the most active samples falling in the middle of the mDP range of around 6–9 (Fig. 2c), which was further confirmed by analyzing clusters of low, medium, and high mDP (Fig. 2d). This was also true for AC samples with differing mDP tested at equimolar concentrations of 7.8 µM (Supplementary Fig. 2B). However, we noted that the magnitude of the IL-6 secretion was generally less than that achieved by GP PAC.

Thus, these data demonstrate a clear relationship between mDP and anti-inflammatory activity, with a positive correlation up until a threshold after which activity declines with increasing mDP.

### Grape PAC modulate macrophage transcriptional responses in a polymerization-dependent manner

To investigate the mechanistic basis by which PAC regulated macrophage function, three samples derived from GP by semi-preparative LC were selected for transcriptomic experiments. Cells were stimulated with samples with mDP 2.6 (low), 9.1 (medium), and 12.3 (high), respectively, and global transcriptomic profiles were determined 6 h later. Principal component analysis demonstrated a strong influence of LPS (Fig. 3a). Moreover, a clear effect of PAC was observed that correlated closely with mDP. Consistent with the IL-6 inhibition data, the largest transcriptional changes were observed in cells exposed to medium mDP PAC, whereas PAC with high or low mDP were less effective at modulating the cellular responses both in resting cells and those activated with LPS (Fig. 3). Low mDP PAC were particularly ineffective at inducing transcriptional changes, indicating that an mDP ≥3 is necessary for optimal regulation of inflammatory activity. Moreover, cells stimulated with the high mDP PAC were also not as differentiated from their respective controls as the cells stimulated with medium mDP PAC, indicating that increasing mDP beyond a certain threshold appears to decrease bioactivity.

**Fig. 3:**
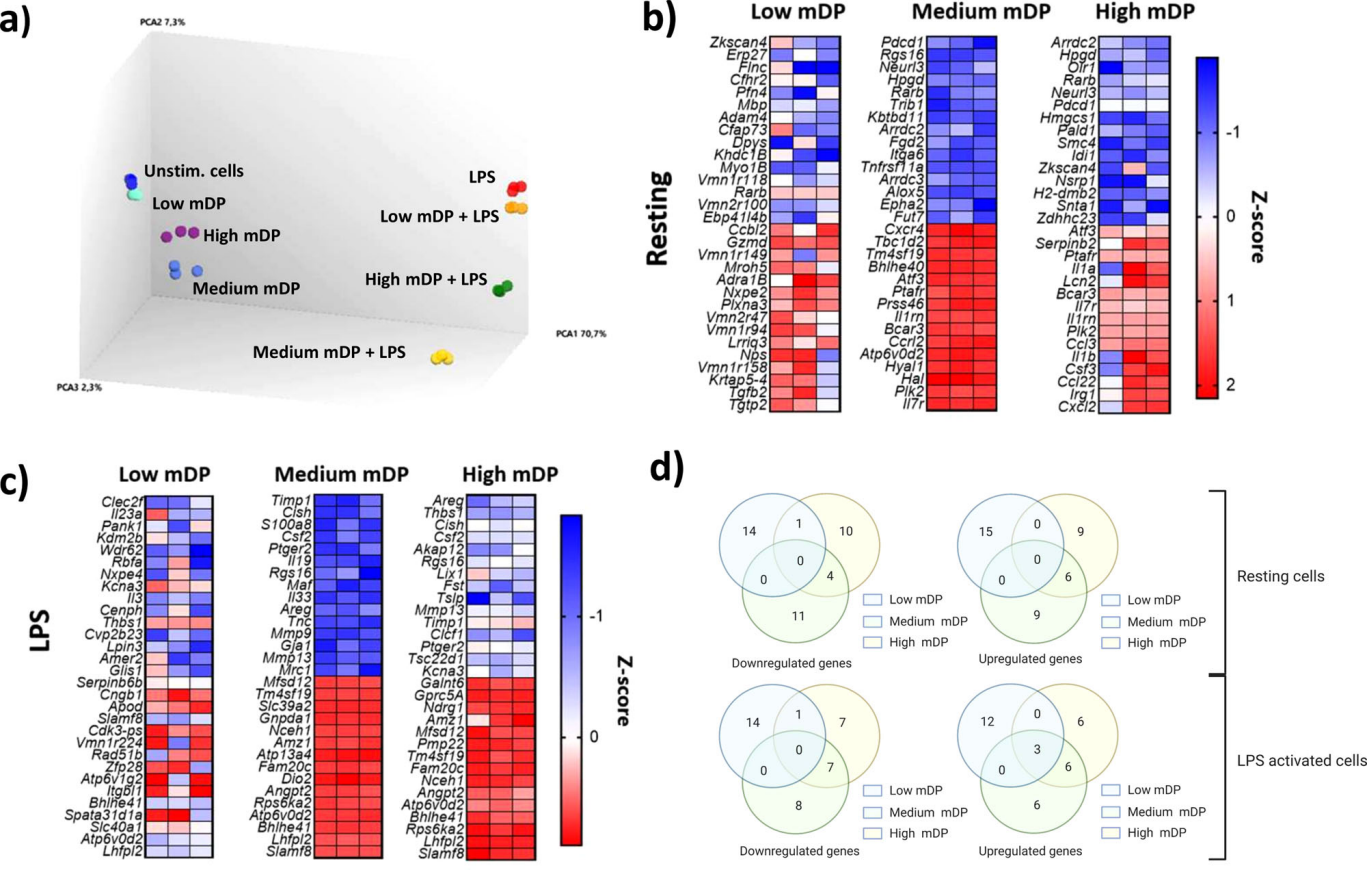
Proanthocyanidins regulate macrophage gene expression in a polymerization-dependent manner. **a** Principal component analysis plot showing a clear effect of lipopolysaccharide (LPS) and proanthocyanidins (PAC). Medium mDP PAC was the most differentiated treatment from respective controls with and without LPS. The most prominent transcriptional changes were observed in cells exposed to PAC with an mDP of 9.1, whereas PAC with a higher or lower mDP were generally less effective at modulating the cellular responses. **b** Top 15 up- and down-regulated genes by PAC in resting cells (no LPS treatment). **c** Top 15 up- and down-regulated genes by PAC in LPS-activated cells. **d** The top 15 genes regulated by each PAC samples in resting or LPS-activated RAW 264.7 macrophages were investigated. Out of a total of 69 regulated genes, 25% were regulated by at least two of the PAC samples with differing mDPs in LPS-activated RAW 264.7 macrophages. Experiments were conducted with triplicate samples.

#### Transcriptional responses in resting macrophages

In resting cells (no LPS), high mDP PAC treatment induced the expression of genes involved with inflammatory responses, such as cytokines from the interleukin 1 family (e.g. *Il1a* and *Il1b*), as well as a number of inflammatory chemokines (*Cxcl2*, *Ccl22*, *Ccl3*) (Fig. 3b). This was supported by pathway analysis suggesting that the interferon-signaling and inflammatory pathways were upregulated (Fig. 4a). Similarly, resting cells stimulated with medium mDP PAC also showed an upregulation of chemokines (*Ccrl2, Cxcr4*) and interleukins. Consistent with this, the most upregulated pathway in resting cells stimulated with medium or high mDP PAC was the erythrocyte differentiation pathway, which includes genes encoding colony stimulating factor (*Csf2* and *Cfs3*), interleukins (*Il1a, Il3, Il6, Il9*, and *Il11*), and transforming growth factors (*Tgfb1, Tgfb2, Tgfb3*). Furthermore, both samples decreased the REACTOME cholesterol biosynthesis pathway (Fig. 4a), and upregulated the activating transcription factor 3 (*Atf3*). In contrast, treatment with low mDP PAC induced minimal transcriptional changes, with no significantly regulated gene pathways. Thus, in the absence of inflammatory stimuli, PAC with a medium-high mDP induced semi-maturation of resting macrophages, whereas PAC with low mDP lacked this stimulatory capacity.

**Fig. 4:**
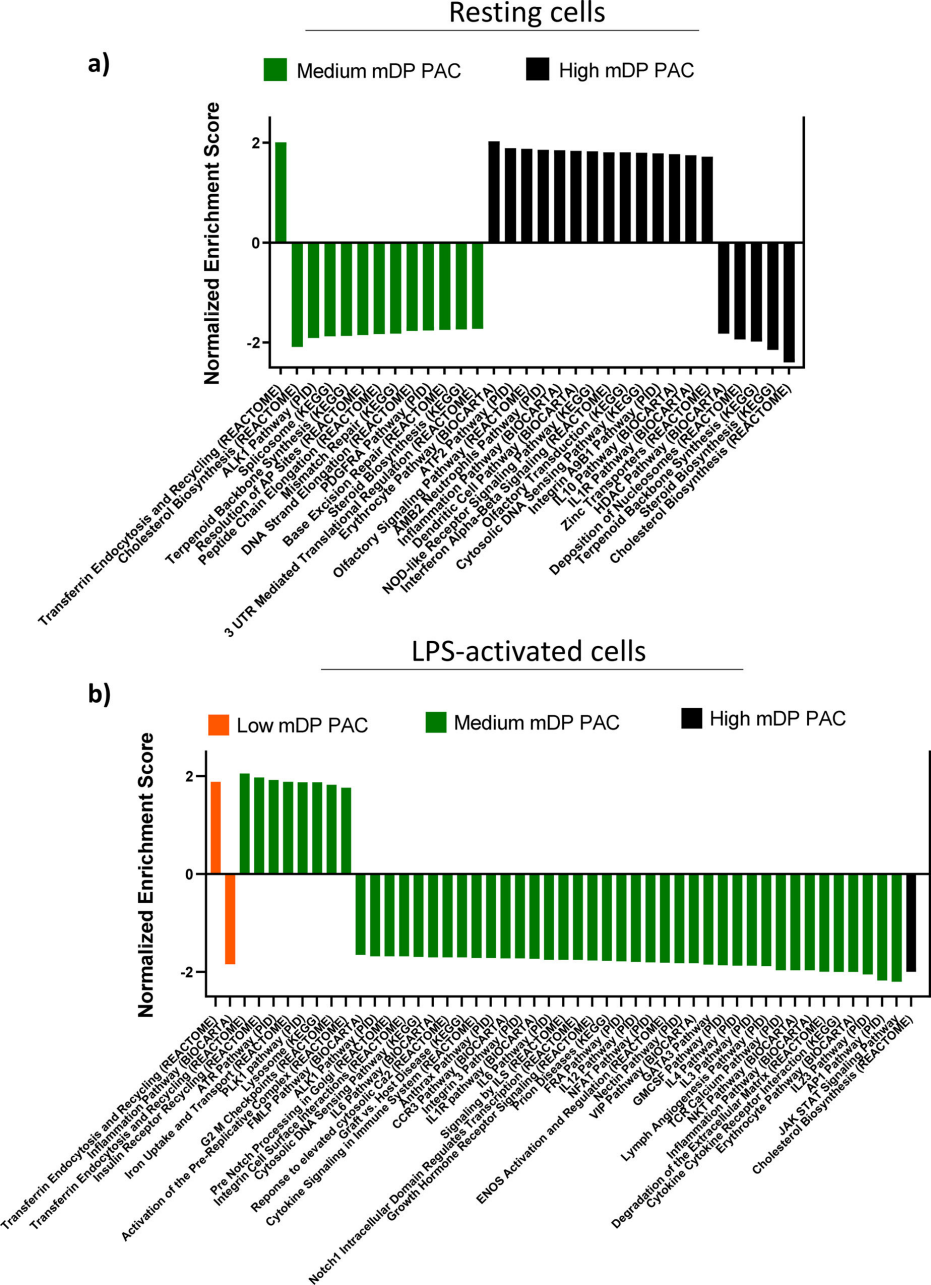
Regulation of gene pathways in RAW 264.7 macrophages stimulated with proanthocyanidins with differing degrees of polymerization. **a** Gene pathways regulated by medium mDP (9.1) and high mDP (12.3) grape pomace proanthocyanidins (PAC) in resting RAW 264.7 macrophages. **b** Gene pathways regulated by low mDP (2.6), medium mDP (9.1), and high mDP (12.3) grape pomace PAC in lipopolysaccharide-activated RAW 264.7 macrophages. Experiments were conducted with triplicate samples. Shown are significantly regulated pathways (*p* value <0.001; *q* value <0.15) identified by gene-set enrichment analysis.

#### Transcriptional responses in lipopolysaccharide-activated macrophages

To explore the mechanisms underlying the anti-inflammatory activity during LPS activation, we next investigated transcriptional responses in LPS-stimulated cells. Medium mDP PAC had the most prominent impact on gene expression levels, compared to low and high mDP PAC (Fig. 3c). However, investigation of the top 15 regulated genes in LPS-activated macrophages showed that 25% of the genes were regulated by at least two of the three samples (Fig. 3d). Moreover, we found a large number of gene pathways to be regulated by medium mDP PAC in LPS-stimulated cells, whereas low and high mDP PAC regulated only two and one pathway, respectively (Fig. 4b). Despite the activation of some inflammatory pathways by PAC in resting cells, in LPS-stimulated cells we observed a strong suppression of multiple inflammatory pathways including JAK–STAT signaling, which was significantly downregulated in LPS-activated cells stimulated with medium mDP PAC (Fig. 4b).

Another characteristic of the medium mDP PAC was its ability to upregulate pathways connected to lysosome function and transferrin endocytosis. The transferring endocytosis pathway was upregulated regardless of LPS-activation (Fig. 4a, b). Genes in this pathway encode for numerous vacuolar-type H^+^ATPases (V-ATPases) responsible for the acidification of phagolysosomes, allowing for endosome trafficking and neutralization of microorganisms^34–36^. Most of the upregulated V-ATPases belonged to the V1 Domain responsible for ATP hydrolysis, whereas fewer genes belonged to the V0 domain responsible for proton translocation. Of note, *Atp6v0d2* was the most upregulated V-ATPase gene in LPS-activated macrophages stimulated with low, medium, and high mDP PAC, and the expression level was also significantly increased in resting macrophages stimulated with medium mDP PAC (Fig. 3b, c).

Both medium and high mDP PAC significantly downregulated the cytokine inducible SH2-containing protein (*Cish*), which negatively regulates cytokine signaling of the JAK–STAT pathway^37,38^, and colony-stimulating factor 2 (*Csf2*), which regulates function and differentiation of macrophages. Interestingly, all three samples significantly upregulated *Slamf8*, which has shown to negatively regulate inflammatory response, including *Nox2* activity in macrophages^39^.

Collectively, these data show that the anti-inflammatory profile induced by all three samples was qualitatively similar, with a suppression of genes encoding inflammatory cytokine and signaling-related genes, and an up-regulation of genes involved in lysosome function. However, mDP had a substantial impact, with low mDP PAC being ineffective at regulating transcription, and medium mDP PAC clearly being the most efficient at regulating LPS-induced changes in gene expression.

### Grape PAC directly induce transcriptional changes in vivo in a polymerization-dependent manner

Having established that polymerization was an important factor for direct modulation of cellular responses by PAC, we next assessed whether in vivo administration of purified grape-derived PAC Sephadex fractions of differing mDP would also bring about direct transcriptional changes. To this end, mice were dosed repeatedly over a short time-period of ten days to assess responses in the intestine by RNA sequencing. 

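The 3 groups of 5 mice received water, the grape pomace Sephadex fraction of low mDP (3.5) or the one of medium mDP (8.3). Both PAC fractions were given at 200 mg/kg BW by gavage every 2 days for 10 days, and RNA from a piece of ileum of each mouse was sequenced as 1 library. The authors removed adaptors and low-quality reads and mapped the remaining read pairs to the mouse genome mm10 (GRCm38). For each mouse, they deposited the expected count of every gene, which is the estimated number of read pairs and is not normalized, and its FPKM, which divides the fragments of a gene by its length in kilobases and by the mapped fragments of the library. Genes with an FPKM under 0.01 were not listed and were taken as 0 here. The expected counts of a mouse summed to between 16402514 and 17903886 with water (median 17501398), between 15963086 and 17857440 with low mDP PAC (median 17590157) and between 17070869 and 17891096 with medium mDP PAC (median 17507517). The 10 most abundant genes held between 5.59% and 6.50% of the counts of a mouse. Each PAC group was compared with water by edgeR's quasi-likelihood test on the rounded expected counts, with TMM normalization and 1 model for all 15 mice. The test covered the 14386 genes kept by edgeR's filter on low counts, and p-values were adjusted over them by the method of Benjamini and Hochberg. Single genes were also compared by a two-sided exact permutation test of the mean log2(FPKM + 0.1) over all splits of 10 mice into 5 and 5, for which the smallest possible p is 0.0079. Values of genes are FPKM, given as mean ± SD of 5 mice. Coordinates are those of the GENCODE annotation of GRCm38.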

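With low mDP PAC, 0 genes had an adjusted p under 0.05 against water, and the smallest adjusted p over all genes was 0.976 (edgeR). An unadjusted p under 0.05 was found for 520 genes, of which 202 were higher and 318 lower than in the water group, while with upper-quartile in place of TMM normalization 312 were higher and 210 lower. Of the alternatives tried, DESeq2 moved this count most, to 2 genes, which were Gm1987 and Slc28a2 (Gm1987, a predicted gene, is named here after its values were seen). The mice carry the same numbers, 1 to 5, in each group. After the group means were subtracted, the same-numbered mice of the low mDP PAC and water groups had a mean Pearson r across genes of 0.132, against -0.033 for mice with different numbers, although genes are not independent replicates. With the number of the mouse as a block in the edgeR model, 0 genes had an adjusted p under 0.05 and 471 an unadjusted p under 0.05. NOISeq, re-implemented on the deposited FPKM with a probability over 0.8 and a fold change of at least 2, called 18 genes, 5 higher and 13 lower. Requiring an exact permutation p under 0.05 instead of the NOISeq probability moved this count most, to 63 genes. Of the 18 genes, 3 had an exact permutation p under 0.05 and 4 were on a list of marker genes of Peyer's patch B cells. Npl (gene 74091, chromosome 1, 153503015 to 153550045, minus strand), which encodes N-acetylneuraminate pyruvate lyase, was among them with a probability of 0.879. Its FPKM was 13.9 ± 5.97 (SD, n = 5) with low mDP PAC and 33.0 ± 7.99 (SD, n = 5) with water (exact permutation p = 0.0159). The log2 fold change of Npl was -1.31 (standard error 0.34, adjusted p = 0.976 from edgeR), and 4 of the 5 mice lay below the lowest water mouse.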

In mice dosed with low mDP PAC, only two significantly altered genes were identified in ileal tissue compared to the control group. In contrast, a total of 27 genes were significantly modulated in tissue from mice dosed with a Sephadex fraction from which the highly active medium mDP PAC had been derived (Fig. 5a). 

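With medium mDP PAC, 2 genes had an adjusted p under 0.05 against water in the edgeR test, 0 higher and 2 lower. An unadjusted p under 0.05 was found for 2128 genes, 628 higher and 1500 lower, and with upper-quartile in place of TMM normalization more of them were higher (1505) than lower (816). Without medium mDP PAC replicate 3 there were 1572 such genes, 759 higher and 813 lower. The fits without any other mouse had at least 1028 lower. DESeq2 gave the largest count of changed genes of all the alternatives, 167 (23 higher, 144 lower), with an adjusted p for the 6577 genes that its own filter on the mean count kept. Slc28a2 (gene 269346, chromosome 2, 122426477 to 122461137, plus strand), which encodes a nucleoside transporter, had an FPKM of 53.2 ± 7.07 with water and 22.5 ± 3.13 with medium mDP PAC. Its log2 fold change was -1.34 (standard error 0.16, adjusted p = 0.00449, edgeR), and all 5 mice lay below the lowest water mouse (exact permutation p = 0.0079). Without each mouse in turn, this change lay between -1.41 and -1.27. In the low mDP PAC group its FPKM was 30.8 ± 8.48, with a log2 fold change of -0.83 (standard error 0.16, adjusted p = 0.976, edgeR). All 5 of these mice also lay below the lowest water mouse (exact permutation p = 0.0079), and the adjusted p in DESeq2 was 0.00244. Slc23a4 (gene 243753, chromosome 6, 34945278 to 34988404, minus strand), a gene outside Fig. 5a that encodes a nucleobase transporter, fell from 12.3 ± 2.27 FPKM with water to 6.33 ± 0.62 with medium mDP PAC. Its log2 fold change was -1.05 (standard error 0.13, adjusted p = 0.00449, edgeR), and its 5 mice also lay below every water mouse. Of the 26 genes of Fig. 5a, 13 were lower and 13 higher with medium mDP PAC. By the edgeR log2 fold change 17 of them changed at least 2-fold, while by the ratio of mean FPKM all 26 did. Only Slc28a2 among them had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 18 of the 26 did, which shows no stability because the list was called on the same mice. The re-implemented NOISeq called 24 genes, 6 higher and 18 lower, of which 20 had an exact permutation p under 0.05 and 15 were genes of Fig. 5a. The other 11 genes of Fig. 5a had a log2 ratio of at least 1.00 and a NOISeq probability between 0.418 and 0.765, at a mean FPKM between 0.40 and 4.29 with water. Hbb-bt and Xlr3b, both among the higher genes, have close paralogs with which reads could be shared, so their values are uncertain.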

Principal component analysis also demonstrated a clear effect of medium mDP PAC, whereas low mDP PAC were not substantially differentiated from controls (Fig. 5b). 

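For each PAC group with the water group, the principal component analysis was run on log2(FPKM + 1) of the genes with a mean FPKM of at least 0.5, each scaled to unit variance. Over 13378 genes, components 1 and 2 held 33.7% and 17.5% of the variance of the medium mDP PAC and water mice. The difference between these groups made up 20.3% of the total variance, and none of the other splits of the 10 mice gave a larger share (exact permutation p = 0.0079). On component 1, the water mice lay between -52.7 and -17.1 and the medium mDP PAC mice between -11.9 and 175, with replicate 3 at 175 and the next mouse at 35.7. The share depended most on the genes used, since over the 500 most variable genes it was 14.3% (exact permutation p = 0.246). With genes centred but not scaled, it was 17.8% (exact permutation p = 0.103). Over 13326 genes, components 1 and 2 held 20.6% and 19.1% of the variance of the low mDP PAC and water mice. The difference between these groups made up 12.0% of the total variance, and 42 splits, the real one included, gave a share as large (exact permutation p = 0.333).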

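S100g (gene 12309) lies on the X chromosome from 162961992 to 162964599 on the minus strand and encodes a calcium-binding protein. Its FPKM was 9.74 ± 3.59 (SD, n = 5) with water, 38.0 ± 15.2 with low mDP PAC and 72.6 ± 47.8 with medium mDP PAC. The log2 fold change with medium mDP PAC was 2.79 (standard error 0.49, adjusted p = 0.0756, edgeR), and 4 of the 5 mice lay above the highest water mouse (exact permutation p = 0.0159). For low mDP PAC, the log2 fold change was 1.91 (standard error 0.49, adjusted p = 0.976, edgeR), and all 5 mice lay above the highest water mouse (exact permutation p = 0.0079). Without each mouse in turn, the change lay between 2.39 and 3.05 with medium and between 1.72 and 2.15 with low mDP PAC. Without medium mDP PAC replicate 2, the mouse with 14.0 FPKM, the adjusted p of S100g was 0.00772 (edgeR), and in DESeq2 with all mice it was 6.87e-05 over all genes tested. The log2 difference between the PAC groups was 0.88 (adjusted p = 0.896, edgeR). By log2 fold change S100g ranked 4 among all tested genes with medium and 5 with low mDP PAC. Among the genes called by NOISeq it ranked 2 with medium and 3 with low mDP PAC. Tmem254b, named here after its values were seen, ranked above it in both groups, but its near-identical copies in the genome can share reads and its value is uncertain. Slc6a14, also named after its values were seen, ranked above S100g with low mDP PAC among the NOISeq genes. Its log2 ratio was 4.12, within the spread between mice (exact permutation p = 0.548).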

Notably, in both groups, the most upregulated gene was *S100g*, encoding the S100 calcium binding protein G, which transports Ca^2+^ from the apical to the basolateral membrane of the enterocytes and sustains the essential intracellular concentration of calcium^40^. Other notable genes upregulated by medium mDP PAC included *Rspo1*, encoding R-spondin-1, a growth factor-like protein that induces crypt cell proliferation and promotes intestinal epithelial healing^41^, and which has shown to be protective against intestinal damage and colitis. 

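Rspo1 (gene 192199, chromosome 4, 124986430 to 125009099, plus strand) was expressed at a low level, with 2 to 34 expected counts per mouse with water and 10 to 70 with medium mDP PAC. Its FPKM was 0.56 ± 0.44 (SD, n = 5) with water, 1.06 ± 0.45 with low mDP PAC and 1.17 ± 0.76 with medium mDP PAC. The log2 fold change with medium mDP PAC was 0.99 (standard error 0.58, adjusted p = 0.421, edgeR) and did not exceed the spread between mice (exact permutation p = 0.167). For low mDP PAC it was 0.89 (standard error 0.59, adjusted p = 0.976, edgeR; exact permutation p = 0.135). Above the highest water mouse lay 2 of the 5 medium and 3 of the 5 low mDP PAC mice. Without each mouse in turn, the change with medium mDP PAC lay between 0.59 and 1.39. Across the 15 mice, with group means subtracted, the mean of Rspo1, Msln and Igfbp6 followed a list of marker genes of the mesothelium, the outer layer of the gut wall. Pearson's r of this relation, 1 of 4 tested, was 0.984 (permutation p = 4e-05, adjusted p = 0.00016) and Spearman's rho was 0.979 (permutation p = 1e-05, the smallest that the permutations can give). Without the 2 mice farthest from the median of the list, r was 0.983.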

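The 13 genes of Fig. 5a that were lower with medium mDP PAC had log2 fold changes between -2.48 (Gata4) and -1.17 (Apoa4), with a median of -1.67. Their exact permutation p against water was under 0.05 except for Dnase1 and Reg3g (0.0556 for each). Apoa4 (gene 11808, chromosome 9, 46240696 to 46243459, plus strand) encodes the lipid carrier apolipoprotein A-IV. Its FPKM was 424 ± 152 (SD, n = 5) with water and 201 ± 55.6 with medium mDP PAC, a log2 fold change of -1.17 (standard error 0.27, adjusted p = 0.163, edgeR; exact permutation p = 0.0238). Plb1 (gene 665270, chromosome 5, 32232708 to 32366520, plus strand) encodes a phospholipase of the brush border. Its FPKM fell from 230 ± 113 to 67.5 ± 72.4, a log2 fold change of -2.17 (standard error 0.76, adjusted p = 0.25, edgeR; exact permutation p = 0.0317). Ace (gene 11421, chromosome 11, 105967945 to 105989964, plus strand) encodes angiotensin-converting enzyme. Its FPKM was 164 ± 52.7 with water and 74.2 ± 31.2 with medium mDP PAC, a log2 fold change of -1.27 (standard error 0.30, adjusted p = 0.163, edgeR; exact permutation p = 0.0159). Fam151a and Barx2 had log2 fold changes of -1.85 and -1.67 (adjusted p = 0.266 and 0.194, edgeR). In Npl, all 5 medium mDP PAC mice lay below every water mouse, with a log2 fold change of -1.88 (adjusted p = 0.0875, edgeR). In DESeq2, the p adjusted over all genes tested was 0.00154 for Npl, 0.0228 for Ace, 0.00634 for Apoa4 and 0.0382 for Barx2. With group means subtracted, the mean of the 13 genes followed a position score across the 15 mice, taken as the mean of markers of the proximal small intestine less that of markers of the distal ileum, both without genes of Fig. 5a. Pearson's r was 0.638 (permutation p = 0.0211, adjusted p = 0.0211 over 4 relations) and Spearman's rho was 0.625 (permutation p = 0.0236). Without the 2 mice farthest from the median score, r was 0.574.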

Downregulated genes were largely related to both inflammation and lipid metabolism, consistent with reports that acute PAC intake modulates bile acid metabolism and lipid homeostasis^42^. 

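Reg3g (gene 19695, chromosome 6, 78466269 to 78468872, minus strand), whose reads can be shared with its neighbour and paralog Reg3b, had an FPKM of 1947 ± 870 (SD, n = 5) with water, 1529 ± 2347 with low mDP PAC and 786 ± 609 with medium mDP PAC. Its log2 fold change with medium mDP PAC was -1.40 (standard error 0.77, adjusted p = 0.393, edgeR), which was within the spread between mice (exact permutation p = 0.0556). With low mDP PAC it was -0.35, and replicate 2 of that group had 5722 FPKM where the other 4 mice had between 352 and 601. Nos2 (gene 18126, chromosome 11, 78920787 to 78960254, plus strand), which encodes inducible nitric oxide synthase, had an FPKM of 58.3 ± 18.1 with water, 34.0 ± 25.3 with low mDP PAC and 25.5 ± 23.4 with medium mDP PAC. Its log2 fold change was -1.29 with medium mDP PAC (standard error 0.55, adjusted p = 0.3, edgeR; exact permutation p = 0.0397) and -0.82 with low mDP PAC (exact permutation p = 0.0794). Gata4 (gene 14463, chromosome 14, 63198922 to 63271692, minus strand), which encodes a transcription factor, had an FPKM of 7.09 ± 5.12 with water, 2.76 ± 2.42 with low mDP PAC and 1.33 ± 1.63 with medium mDP PAC. Its log2 fold change was -2.48 with medium mDP PAC (standard error 0.76, adjusted p = 0.211, edgeR; exact permutation p = 0.0238). The change with low mDP PAC was -1.42 (exact permutation p = 0.135). Below the lowest water mouse lay 3 of the 5 medium mDP PAC mice in Reg3g, 4 in Nos2 and 4 in Gata4, and 4, 4 and 2 of the 5 low mDP PAC mice. Without each mouse in turn, the change with medium mDP PAC lay between -1.78 and -1.14 in Reg3g, between -2.01 and -1.04 in Nos2 and between -3.62 and -2.16 in Gata4. The change with low mDP PAC lay between -2.07 (without replicate 2) and -0.09 in Reg3g, between -1.42 and -0.63 in Nos2 and between -1.95 and -1.10 in Gata4.

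**Figure D1:**
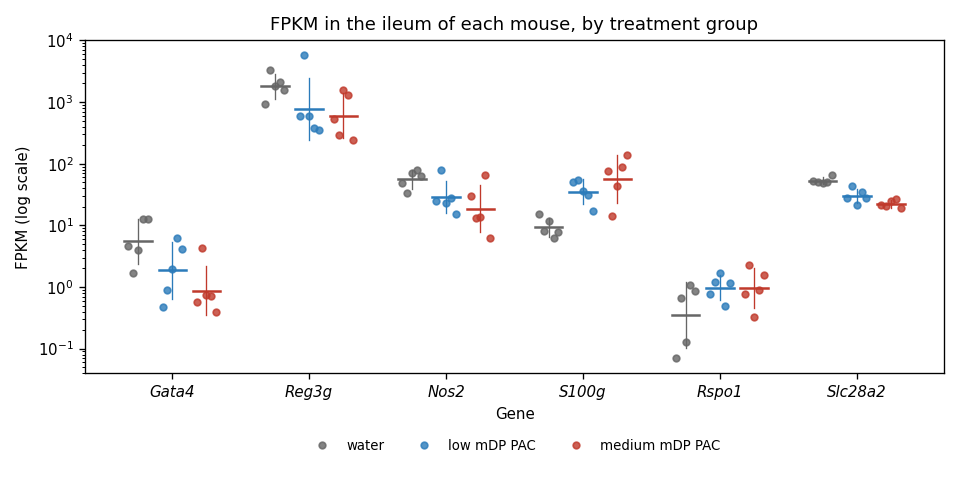
FPKM of 6 genes in the ileum of each mouse on a log scale, with 1 point per mouse, 5 mice per group, and lines for the mean and SD of the log2 FPKM of a group. In Slc28a2 the medium mDP PAC mice lie between 18.9 and 26.4 FPKM, below every water mouse, while in Reg3g the low mDP PAC mice span 352 to 5722 FPKM.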

Notable genes included the Myd88-responsive anti-microbial peptide gene *Reg3g*, as well as the reactive free radical nitric oxide 2 (*Nos2*) and *Gata4*, a gene known to be involved in bile acid homeostasis^43^. This was supported by gene-set enrichment analysis which demonstrated that gene pathways including lipid metabolism and pro-inflammatory pathways (JAK–STAT signaling) were significantly suppressed (Fig. 5c). qPCR analysis confirmed the regulation of these genes in mice dosed with medium mDP PAC, whereas responses in mice dosed with low mDP PAC were generally less differentiated from control mice (Supplementary Fig. 3). Thus, direct changes in immunological and metabolic-related transcription can be brought about in vivo by orally delivered PAC with a defined mDP profile.

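Of the 7 gene sets of Fig. 5c, 6 were tested with limma's camera on the edgeR values. Their members were taken from hand-written lists, because the KEGG database that the paper names as its source was not at hand here. With medium mDP PAC, the genes of 3 sets were lower relative to the other genes at an adjusted p under 0.05. The renin-angiotensin system set (11 genes, Ace of Fig. 5a among them) had a mean log2 fold change of -0.36 with 9 genes lower (adjusted p = 0.000156, limma's camera). JAK-STAT signaling (83 genes) had a mean of -0.12 with 62 genes lower (adjusted p = 0.000156, limma's camera). Sphingolipid metabolism (40 genes, Asah2 among them) had a mean of -0.20 with 27 genes lower (adjusted p = 0.000497, limma's camera). Nicotinate and nicotinamide metabolism (22 genes) had a mean of -0.10 with 16 genes lower (adjusted p = 0.0554, limma's camera). The ribosome set (83 genes) was higher, with a mean of 0.20 and all 83 genes higher (adjusted p = 5.51e-08, limma's camera), and oxidative phosphorylation (100 genes) was higher, with a mean of 0.13 and 87 genes higher (adjusted p = 1.15e-07, limma's camera). Camera took the genes of a set to have a correlation of 0.01, and with the correlation estimated for each set the number of sets lower with low mDP PAC moved most, to 0, where 4 sets still had an unadjusted p under 0.05. With medium mDP PAC the number of sets lower lay between 2 and 4 in every alternative setting. With the correlation estimated, the renin-angiotensin and sphingolipid sets each had an adjusted p of 0.0137 with medium mDP PAC (limma's camera). That of JAK-STAT signaling was then 0.0853, that of oxidative phosphorylation 0.345 and that of the ribosome set 0.381. In an exact permutation test of the mean log2 fold change over the splits of the mice, the renin-angiotensin and sphingolipid sets had p = 0.00794 (adjusted p = 0.0238), JAK-STAT signaling p = 0.127, oxidative phosphorylation p = 0.135 and the ribosome set p = 0.587 with medium mDP PAC. With low mDP PAC the renin-angiotensin and sphingolipid sets had the same p and adjusted p in this test. Against water, the low mDP PAC group had the same 3 sets lower by limma's camera, with adjusted p of 0.0184 for the renin-angiotensin system, 0.000712 for JAK-STAT signaling and 0.00407 for sphingolipid metabolism. Without medium mDP PAC replicate 3, whose ribosome score was 0.83 where the other 4 mice of the group lay between -0.11 and 0.09, the adjusted p of the ribosome set was 0.505 (limma's camera). The position score was not tried as a covariate for the sets. With medium mDP PAC, the renin-angiotensin score ran from -0.194 in replicate 2 (position score 0.273) to -0.856 in replicate 3 (-1.056). Low mDP PAC replicate 5, at a position score of 0.576, had -0.152, below water replicate 2 with -0.067 at -0.048. How far the position of the piece accounts for the lower sets is therefore open. JAK-STAT scores went with the score on the list of Peyer's patch B cell markers. In water replicates 1, 3 and 5 (B cell scores 1.57 to 2.62) they were 0.057 to 0.169. In water replicates 2 and 4 (-2.13 and -2.10) they were -0.177 and -0.11. With medium mDP PAC they were 0.006 and -0.057 in replicates 1 and 3 (3.13 and 3.02). The others (-2.215 to -1.773) had -0.268 to -0.131. This was not tested, so a different share of lymphoid tissue stays open. The qPCR data were not analysed here.

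**Figure D2:**
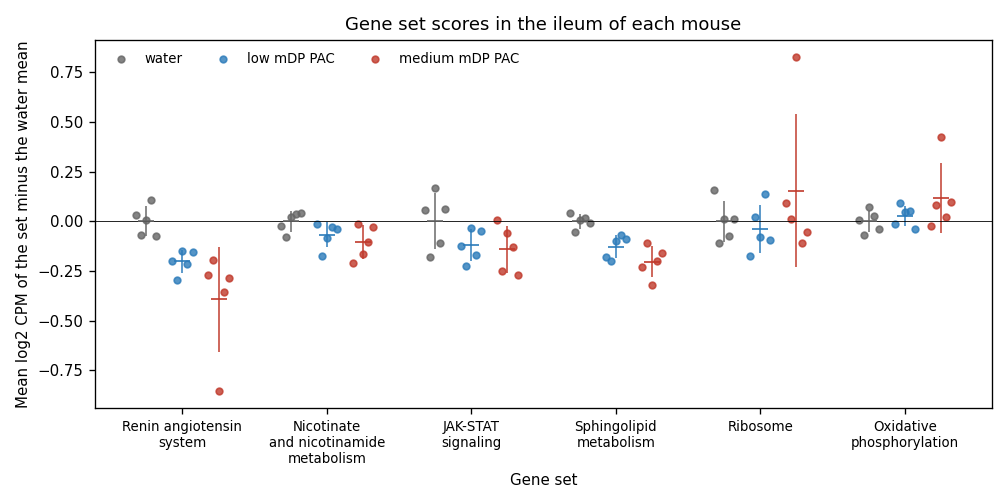
Mean log2 CPM of each gene set less the mean of the water group, with 1 point per mouse, 5 mice per group, and lines for the mean and SD of a group. In the renin-angiotensin and sphingolipid sets every medium and low mDP PAC mouse lies below every water mouse, and replicate 3 of medium mDP PAC stands at 0.83 in the ribosome set.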

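Over all genes tested, the FPKM of the 5 medium mDP PAC mice, without TMM normalization, did not overlap that of the 5 water mice in 667 genes, 4.64% of those tested. By chance 0.79% would be reached on average. Genes vary together and the count was not made for other splits of the mice, so this is not a test. The 5 low mDP PAC mice did not overlap the water mice in 87 genes, 0.605% of those tested. After its results on genes, gene sets and qPCR, the last of which were not analysed here, the paper concludes that PAC of a defined mDP profile, given orally, can directly change transcription related to immunity and metabolism in vivo.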

**Fig. 5:**
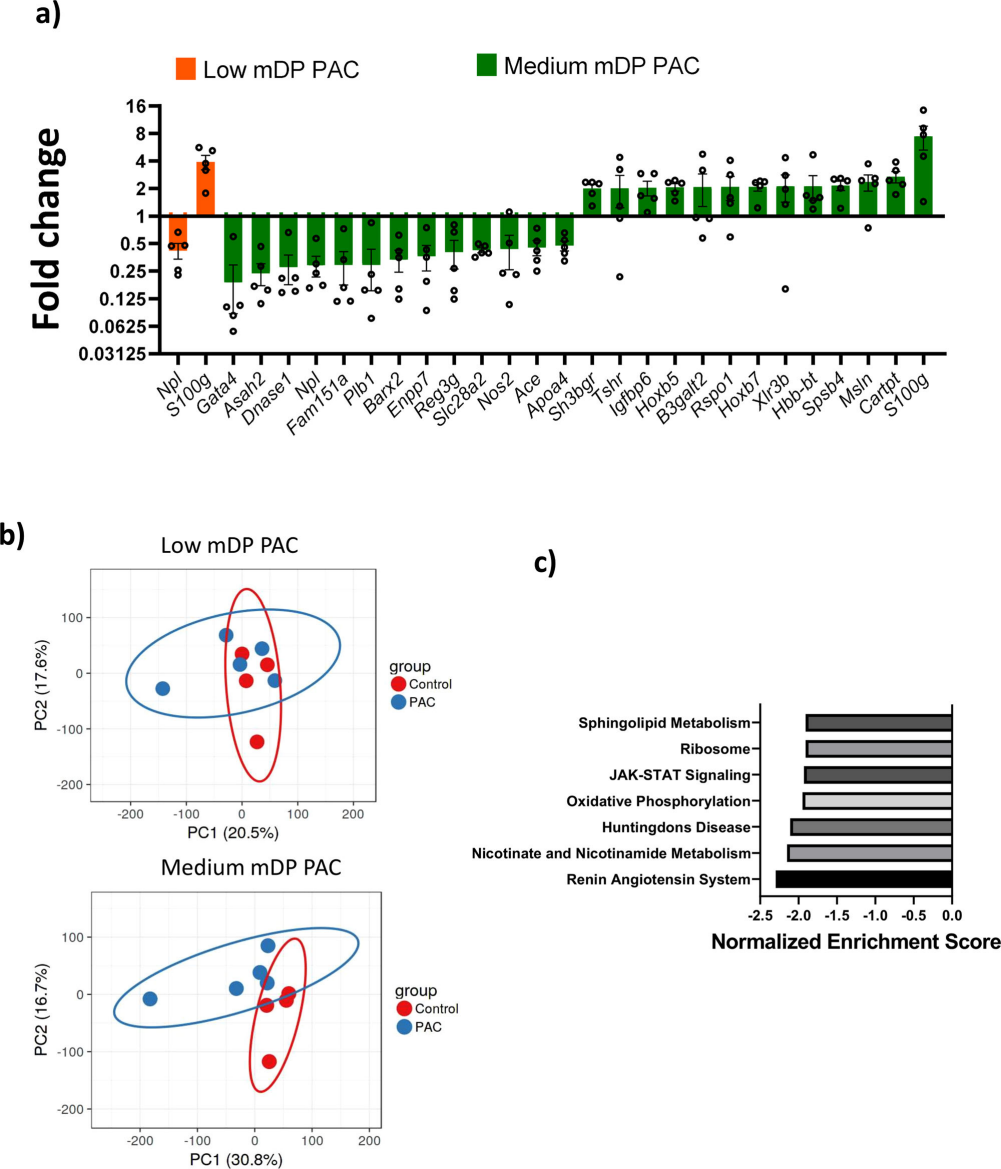
Regulation of gene expression in mouse ileum tissue by proanthocyanidins. **a** Significantly regulated genes (fold change >2; *q* value >0.8 by NOIseq analysis) obtained from RNA sequencing of mouse ileum tissue in mice dosed with low mDP proanthocyanidins (PAC) or medium mDP PAC. Fold changes are relative to mice dosed with only water. *n* = 5 mice per treatment group. **b** Principal component analysis showed an effect of PAC mDP demarcated in two distinct clusters. *n* = 5 mice per treatment group. **c** Gene pathways identified in the KEGG database that were downregulated (*p* value <0.005; *q* value <0.1) by treatment with medium mDP PAC, identified by gene-set enrichment analysis.

### Bafilomycin A1 antagonizes the effect of grape PAC in vitro

We next sought to establish the mechanistic basis of the activity of the most active PAC sample with medium mDP. We noted that our in vitro transcriptomic data showed a suppression of TLR signaling pathways and an up-regulation of genes involved in V-ATPase activity and lysosome function. Therefore, we first assessed the expression of *Tlr4*, *Rab7b,* and *Atp6v0d2* in both resting and LPS-activated macrophages by qPCR. Interestingly, we saw a significant increase in the expression of *Rab7b* in resting cells after adding GP PAC, but not in LPS-activated cells. In contrast, *Atp6v0d2* expression was upregulated in both resting and LPS-treated cells, while the expression of *Tlr4* was attenuated by PAC compared to controls (Fig. 6a). However, we did not observe a decrease in either surface or intracellular expression of TLR4 protein following PAC exposure (Supplementary Fig. 4). Microscopically, we observed large numbers of vesicle-like structures in PAC-stimulated cells, which were significantly more abundant than in control cells (Supplementary Fig. 5). Electron microscopy revealed these structures to resemble autophagosomes (Fig. 6b). This may suggest either a marked increase in phagosome formation or an accumulation of autophagosomes due to altered lysosomal flux and impaired formation of autophagolysosomes (Fig. 6b). Together with the increased expression of *Atp6v0d2*, this prompted us to examine the role of V-ATPase activity in the observed effects of PAC. We co-stimulated cells with PAC and Bafilomycin A1 (Baf), a macrolide antibiotic isolated from *Streptomyces gresius*, and a potent V-ATPase inhibitor, to explore whether inhibiting V-ATPase activity would reverse the effects of PAC. Notably, we observed that co-stimulation with Baf prevented the PAC-induced accumulation of the autophagosome-like structures in the cells, suggesting that PAC may inhibit inflammatory responses by modulating V-ATPase activity (Fig. 6b and Supplementary Fig. 5).

**Fig. 6:**
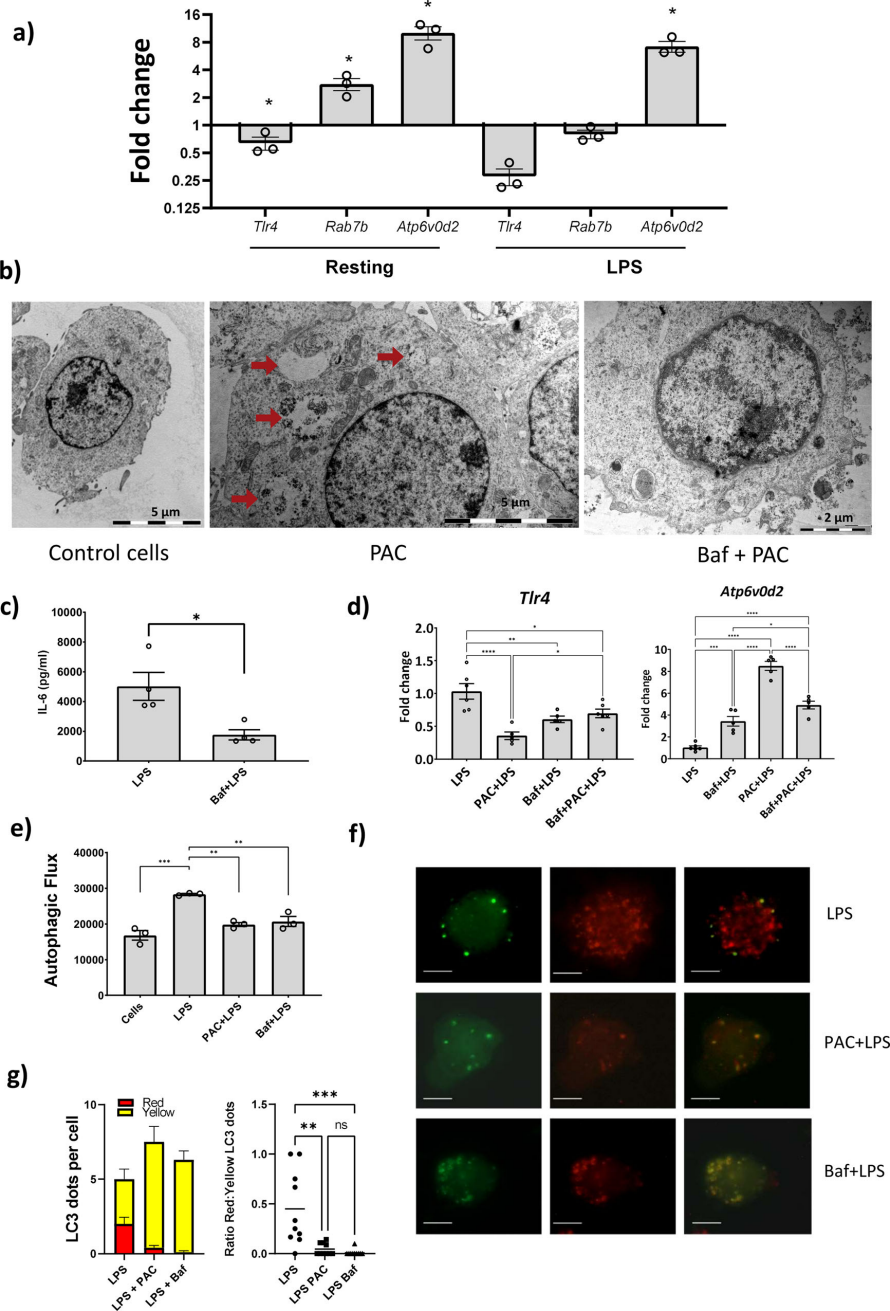
Proanthocyanidins regulate gene expression, autophagosome formation, and autophagy in RAW264.7 cells. **a** Expression of *Tlr4, Rab7b*, and *Atp6v0d2* in RAW264.7 macrophages exposed to proanthocyanidins (PAC) in either resting conditions or following lipopolysaccharide (LPS) stimulation. Fold changes are relative to cells exposed to medium only (resting cells) or LPS only (LPS-activated cells). Mean and SEM of three independent experiments (*p < 0.05 by paired *t*-test). **b** Transmission electron microscopy (TEM) images of macrophages showing formation of autophagosome-like structures in control cells or in cells incubated with PAC (15 µg/mL), or PAC combined with Bafilomycin A1 (Baf; 10 nM). **c** LPS-activated cells showed a significant decrease in IL-6 secretion when pre-stimulated with Baf (10 nM). Mean and SEM from at least three independent experiments (*p < 0.05 by Mann–Whitney test). **d** Expression of *Tlr4* and *Atp6v0d2* in RAW264.7 cells stimulated with LPS with PAC (15 µg/mL) and/or Baf (10 nM). Mean and SEM from at least three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by one-way ANOVA and Tukey’s tests). **e** Autophagic flux in RAW 264.7 macrophages treated with LPS alone, or LPS combined with either PAC (15 µg/mL) or Baf (10 nM). Mean and SEM of three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA and Tukey’s tests). **f** PAC and Baf both reduce the formation of autophagolysosomes in LPS-activated mLC3 cells. LPS-activated cells had marked abundance of red punctate spots, indicating increased autophagolysosome formation. In contrast, punctate spots and co-localization of green and red fluorescence was observed in LPS-activated cells co-stimulated with either PAC or Baf indicating an accumulation of autophagosomes and inhibition of the full autophagy pathway. Scale bar = 5 µm. **g** The abundance of red dots, i.e. autophagolysosomes, and yellow dots, i.e. autophagosomes, and the ratio between them, were enumerated in ten individual mLC3 cells (*p < 0.05, **p < 0.01, ***p < 0.001 by Kruskal–Wallis and Dunn’s tests). Shown is mean and SEM for abundance and median for ratio.

Interestingly, we observed that Baf treatment alone inhibited IL-6 secretion (Fig. 6c) and also downregulated *Tlr4* expression in LPS-activated cells (Fig. 6d). Surprisingly, while Baf is known to inhibit the activity of the V-ATPase, expression of *Atp6v0d2* was markedly increased in Baf-treated cells, similar to that observed with PAC. Thus, Baf and PAC in isolation each induced similar changes in cellular activity, suggesting that they may act through similar mechanisms of action, and that PAC may therefore function as a V-ATPase inhibitor. However, consistent with the observed inhibitory effect of Baf on PAC-induced autophagosome accumulation, during co-incubation we observed that Baf tended to antagonize the effect of PAC. Thus, PAC-induced changes in the expression of *Tlr4* and *Atp6v0d2* were attenuated by co-stimulation with Baf (Fig. 6d). Collectively, these data show that PAC induces transcriptional and biochemical changes indicative of a modulatory role in V-ATPase, and hence phagosomal, activity.

### PAC suppress lipopolysaccharide-induced autophagy

Given the putative association between GP PAC and V-ATPase activity, we next asked whether GP PAC would regulate autophagy, as Baf is a well-known autophagy inhibitor and other natural compounds with anti-inflammatory activity have also been shown to suppress autophagy in macrophages^44^. We found that GP PAC significantly suppressed autophagy in LPS-activated cells, to a similar extent as that seen in Baf-treated cells (Fig. 6e). These observations were further validated using mLC3 autophagy-reporter cells. LPS-activated cells showed the characteristic appearance of autophagy with a marked abundance of red punctate spots, indicating increased autophagolysosome formation. In contrast, LPS-activated cells co-stimulated with either PAC or Baf showed punctate spots and co-localization of green and red fluorescence, indicating accumulation of autophagosomes and inhibition of the full autophagy pathway (Fig. 6f). In both PAC-treated and Baf-treated cells, the ratio of red to yellow mLC3 dots was significantly reduced compared to LPS-only treated cells (Fig. 6g). Overall, these data suggest a role for PAC in modulating inflammatory activity in macrophages by suppressing LPS-induced autophagy, in a manner analogous to the V-ATPase inhibitor Baf.

## Discussion

The beneficial effects of PAC are numerous, and especially their ability to suppress inflammatory markers has been demonstrated in several mouse models and in vitro studies. Direct interaction with immune cells, immune cell-derived mediators, and gut microbiota may cause the prevention and alleviation of gut-related inflammation^27^. Thus, the anti-inflammatory properties of PAC have been attributed to their interaction with protein receptors and transcription factors of the NF-κB and MAPK signaling pathways, and by modulating the arachidonic acid pathway and inhibiting enzymatic activity of eicosanoid-generating enzymes^12,22,45,46^. Despite the large body of research investigating the bioactivities of PAC, their mechanism of action is still not fully understood but their anti-oxidant and anti-inflammatory activities are believed to be dependent on their varying chemical structures^5^. Thus, the bioavailability, stability, and activity of polyphenolic compounds may be correlated with the amount of hydroxyl groups, mean polymerization, and/or bond type and position between the monomers^31,47–50^. However, the complex and various molecular structures of PAC challenges the study of their structure–function in vitro. Our aim was thus to investigate how differing structural characteristics of highly purified PAC would affect bioactivity, and to explore which cellular mechanisms lead to this activity.

We initially observed a pronounced suppression of IL-6 secretion in LPS-activated murine macrophages stimulated with PAC samples derived from semi-preparative LC. Our data showed that PC-rich GP samples appeared to be more efficient at suppressing inflammatory responses in RAW 264.7 macrophages compared to PD-type PAC derived from AC. Moreover, particularly in PC-type PAC, a non-linear relationship exists between mDP and anti-inflammatory activity, with the most potent inhibition of inflammatory cytokine secretion found in polymers with a medium (5–10) mDP. From a chemical point of view, it is worth considering the stability of compounds in, i.e., cell cultures where PD-type PAC might be prone to oxidation, which could explain the lack in bioactivity.

The stimulation of macrophages with GP PAC upregulated the expression of genes related to inflammatory responses, such as *Atf3*, which suggests that PAC are recognized by and have some activating activity in resting macrophages. This is consistent with data showing that immature human dendritic cells adopt a semi-mature state after exposure to PAC^51^. *Atf3* is induced by a variety of stimuli, such as stress, and plays an important role in immune regulation, including downregulation of TLR4, which consequently reduces the expression of several inflammatory genes, such as *Il6, Il12b*, and *Tnf*^52,53^. While medium and high mDP PAC tended to induce transcription of similar genes, the small number of genes that were induced by low mDP PAC were markedly different, indicating a qualitative difference in the interaction of different sized PAC polymers with macrophages.

Our data also suggest that GP PAC modulate macrophage transcriptional responses in a polymerization-dependent manner. We demonstrated that PAC with differing mDPs modulate similar genes but with varying impact on expression levels. This suggests that there is no inherent difference in the mechanism of how different size PAC affect the cell activity, but rather that the mDP may influence the ability of the cells to process the PAC molecules. Thus, we here demonstrated that GP PAC with an mDP of 9.1 had a more prominent impact on gene expression levels, especially in LPS-activated macrophages, than samples with mDPs of 2.6 or 12.3. Overall, our data demonstrated strong immunological properties of medium mDP PAC in the presence of LPS in RAW 264.7 macrophages with a downregulation of inflammatory mediators and an upregulation of anti-inflammatory mediators. The decreased bioactivity seen in low mDP PAC could be caused by limited number of structural units in PAC, thus resulting into, e.g., lower affinity towards possible target proteins as shown by Leppä et al.^50^. On the other hand, PAC with high mDP might exceed the saturation of contact points with the cells, and complicate efficient structural interactions and/or endocytosis, and thereby explain the reduced activity seen in cells stimulated with high mDP PAC.

What was also noteworthy was the prominent upregulation of JAK-STAT and inflammation pathways in LPS-activated macrophages, which were consequently down-regulated by co-stimulation with medium mDP PAC. Furthermore, *Slamf8*, which is a negative regulator of inflammatory responses, was significantly upregulated by all three samples in LPS-activated macrophages. A number of genes related to the suppression of inflammatory responses were thus regulated by PAC, including *Cish* and *Csf2*. Interestingly, our data suggest that PAC seemed to elicit an inflammatory response in resting cells by upregulating interleukins as well as chemokines; however, PAC acted as an anti-inflammatory agent in LPS-activated cells.

Sephadex LH-20 fractions were tested in vivo, and the effects of medium mDP PAC on ileum transcriptomics were substantial in a healthy mouse model compared to low mDP PAC. Here, we gavaged mice every other day for 10 days with 200 mg/kg BW of highly purified GP Sephadex fractions with either low or medium mDP PAC. 

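Compared directly in the model of all 15 mice, the medium and low mDP PAC groups differed in 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.896 (edgeR). An unadjusted p under 0.05 was found for 559 genes, 264 higher and 295 lower with medium mDP PAC (509 and 167 with upper-quartile normalization), and every alternative tried gave 0 genes after adjustment. Mice with the same number in the PAC groups had a mean Pearson r across genes of -0.159 after the group means were subtracted, against 0.042 for mice with different numbers. With the number as a block, 0 genes had an adjusted p under 0.05 and 460 an unadjusted p under 0.05 (edgeR). Of the genes of Fig. 5a, 25 of 26 changed in the same direction with low as with medium mDP PAC, and 24 of these changed more with medium mDP PAC. The genes were called for a large change with medium mDP PAC in the same mice, which favours a larger change there, and both changes are taken against the same 5 water mice, which favours the same direction. The 13 lower genes had a median log2 fold change of -1.03 with low mDP PAC, and the 13 higher genes had medians of 0.97 with medium and 0.74 with low mDP PAC. Against water, 10 of the 26 genes had an unadjusted p under 0.05 with low mDP PAC and 19 with medium mDP PAC. Between the PAC groups, 3 of the 26 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over the list alone (edgeR).

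**Figure D3:**
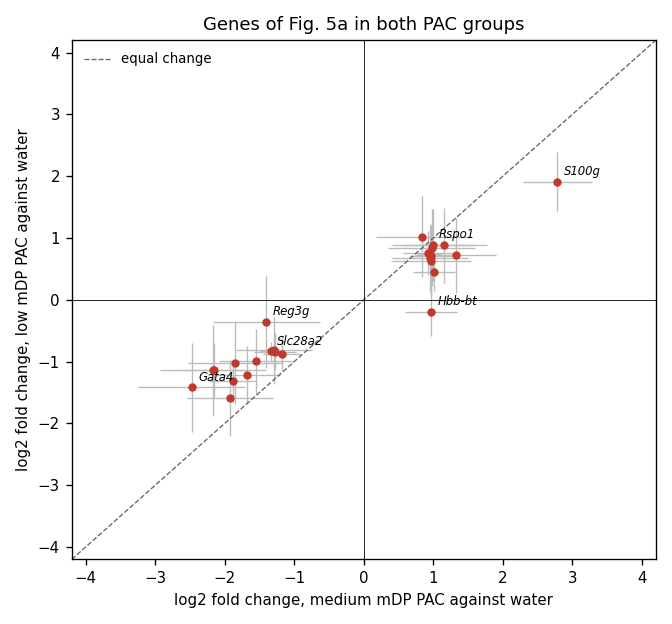
Log2 fold change against water of the 26 genes of Fig. 5a with medium mDP PAC (x axis) and low mDP PAC (y axis), with bars for the standard error and a dashed line for equal change. All genes but Hbb-bt, whose reads can be shared with paralogs, have the same sign on both axes.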

A significant increase in the number of regulated genes was observed in mice dosed with medium mDP PAC compared to mice dosed with low mDP PAC. Notably, the downregulation of immune-related genes, such as *Asah2* and *Enpp7*, and the upregulation of *Rspo1*, which promotes cell proliferation of crypt cells. 

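Asah2 (gene 54447, chromosome 19, 31982597 to 32108211, minus strand) encodes a neutral ceramidase. Its FPKM was 98.4 ± 50.0 (SD, n = 5) with water, 46.5 ± 22.8 with low mDP PAC and 23.3 ± 14.1 with medium mDP PAC. The log2 fold change was -2.16 with medium mDP PAC (standard error 0.45, adjusted p = 0.133, edgeR; exact permutation p = 0.0159) and -1.13 with low mDP PAC (standard error 0.44; exact permutation p = 0.0635). The adjusted p of Asah2 with medium mDP PAC was 0.00634 in DESeq2, taken over all genes tested, and 0.0461 in edgeR without medium mDP PAC replicate 2. Enpp7 (gene 238011, chromosome 11, 118988188 to 118993221, plus strand) encodes an alkaline sphingomyelinase. Its FPKM was 341 ± 142 with water, 178 ± 103 with low mDP PAC and 124 ± 86.0 with medium mDP PAC. The log2 fold change was -1.54 with medium mDP PAC (standard error 0.53, adjusted p = 0.247, edgeR; exact permutation p = 0.0159) and -0.99 with low mDP PAC (exact permutation p = 0.0952). In both genes, 4 of the 5 medium mDP PAC mice lay below the lowest water mouse. Between the PAC groups, the log2 difference was -1.03 in Asah2 and -0.55 in Enpp7, with an adjusted p of 0.896 for each (edgeR).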

Taken together, our in vivo data suggest that dietary PAC, when comprised of medium mDP polymers, are able to regulate cellular functions related to nutrient metabolism and immune function in the intestinal mucosa. As mentioned above, PAC remain relatively stable with little to no absorption or metabolism until reaching the colon^54^, which supports the assumption that the observed differences in gene expression in the small intestine are a clear effect of mDP. However, it should also be considered that the metabolism of PAC by gut microbiota during in vivo studies may strongly affect bioavailability, and further challenges the association of bioactivity to specific molecular structures of PAC.

The question remains as to how and where PAC interacts with immune cells. There are some controversies concerning whether or not larger PAC molecules can be taken up by macrophages like monomers and dimers, or whether they mainly interact with the proteins and lipids on the cell membrane^55,56^. However, we have previously shown internalization of PAC with an mDP of 9.5 in dendritic cells^51^. Based on our microarray data, we hypothesized that PAC may decrease TLR4 receptors on the cell surface due to increased degradation into RAB7B promoted lysosomes^57^. However, our hypothesis was not supported by flow cytometry investigations. We observed that the KEGG Lysosome and transferrin pathway was significantly upregulated by medium mDP GP PAC; moreover, the vacuolar gene *Atp6v0d2* reached high expression levels. *Atp6v0d2* plays a key role for lysosome acidification and autophagosome–lysosome fusion and thereby ensures the appropriate turnover of intracellular organelles and infective agents^58^. The observed upregulation of V-ATPase is in coherence with previous studies, suggesting localization of PAC to lysosomes following endocytosis in human DCs^51,59^. The upregulation of the KEGG lysosomal pathway, and thereby genes encoding subunits of V-ATPase, in LPS-activated macrophages was also observed in DCs stimulated with PAC isolated from cocoa^59^. Inhibitors of V-ATPase have shown to increase NF-κB activation^60^, and thus a higher expression level of V-ATPase may explain the suppression of inflammatory markers observed in our study. Based on our findings with Baf added to LPS-activated cells stimulated with PAC, our data support the notion that the intracellular activity of PAC is intimately connected to V-ATPase activity. The inhibitory effect of Baf on the expression of *Atp6v0d2* in LPS-activated cells stimulated with PAC suggests that PAC has an important role in the lysosomal pathway. However, our mechanistic experiments investigating the role of PAC during autophagy suggested a decrease in autophagy levels. This was also indicated in our studies with mLC3 cells, where we observed fewer autophagolysosomes in LPS-activated cells stimulated with PAC or Baf, compared to cells stimulated with LPS only. Taken together, these findings suggest that PAC in fact inhibits the autophagy pathway in terms of autophagolysosome formation, similarly to Baf. The enhanced expression of *Atp6v0d2* could perhaps be explained by an accumulation of lysosomes or autophagosomes in the cytoplasma, in response to the inhibition of the autophagolysosome formation. Another explanation could be that an inhibition of the ATP6V0D2 protein by PAC and Bafilomycin in isolation leads to a positive feedback-loop in the expression of the *Atp6v0d2* gene.

A large body of research suggests that a combination of phytochemicals lead to more pronounced beneficial health effects, rather than single molecules^8,25^. Synergistic effects of selected PAC samples derived by semi-preparative LC were not investigated in this study; however, we clearly demonstrated a variation in cell stimulation between PAC samples derived from the same Sephadex fraction. These findings strongly suggest an impact of PAC structure on bioactivity, and support the notion of how polymeric mixtures observed on chromatograms in fact depict numerous PAC molecules with distinctive chemical and biological properties.

In conclusion, our results highlight the importance of considering structural features of PAC-rich food sources when examining their bioactivity in different models of inflammation. Future research should focus on the intracellular signaling pathways modulated by PAC, as well as how defined structural features may modulate the efficacy of PAC-based supplements as a tool for control of health and disease.

## Materials and methods

### Samples and materials

The samples and materials used for this study are depicted in Supplementary Table 1.

### Ethical statement

All experiments involving animals were conducted in agreement with the Danish legislation and the Danish Animal Experiments Inspectorate with the license number 2015-15-0201-0076.

### Purification of PAC

Extraction of PAC from plant material was performed in accordance with the protocol from Leppä et al.^32^. We conducted a series of extraction with acetone, followed by Sephadex LH-20 separation, and semi-preparative LC. For this study, the method was applied for the isolation of PAC from AC and GP, and an overview of the purification steps is described in Supplementary Table 2.

### Extraction

The solid phases from AC and GP were stored at 4 °C in 80% analytical acetone with shaking. The samples were filtered through a Whatman filter paper in a Büchner funnel, and the liquid phase was transferred to a container and placed for evaporation overnight (O/N). Following evaporation, the extracts were filtered again 1–3 times through a Whatman filter paper in a Büchner funnel and the water phase was stored at −20 °C. The remaining plant material was immersed in 1 L of 80/20 acetone/water (v/v) and stored at 4 °C with shaking O/N for further extractions. A total of five extractions from the plant materials were performed and each sample was analyzed by UPLC-MS/MS^33^. The chromatograms of the GP samples depicted high similarities between the samples, which were thus pooled together. Likewise, the samples derived from AC were pooled and liquid–liquid extraction with 300 mL ethyl acetate followed by liquid–liquid extraction with 300 mL butanol was performed. Finally, the solvents were removed from the samples by rotary evaporation.

### Sephadex fractionation

The samples were mixed with Sephadex LH-20 material by magnetic stirring O/N. Following O/N mixing, the solution was poured into a Büchner funnel and all liquid material was filtered through a Whatman filter paper. A series of filtrations through the Sephadex material was performed for each sample, with five fractions of 200 mL milliQ water, five fractions of 200 mL methanol, and five fractions of 200 mL of 80/20 acetone/water (v/v). A final fraction of 400 mL acetone was also collected to wash the Sephadex material for eventual remaining compounds. In order to remove the solvents from the samples prior to freeze-drying, O/N evaporation and rotary evaporation was applied to the samples containing acetone and methanol, respectively. After the Sephadex LH-20 fractionation, a comprehensive analytical characterization was performed by UPLC-MS/MS, and the samples were subsequently freeze-dried and weighed. Eventually, the methanol and acetone fractions were selectively pooled based on the similarity of their respective chromatograms. This resulted in three Sephadex AC fractions and eight Sephadex GP fractions with weights varying between 400 and 1500 mg.

### Semi-preparative LC

The 11 Sephadex fractions were further purified by semi-preparative LC utilizing similar fractionation procedure and instrumentation as described by Leppä et al.^32^. Approximately 100–120 mg of each Sephadex fraction was fractionated via gradient elution utilizing 0.1/99.9 formic acid/water (v/v) and acetonitrile as eluents. The gradient elution started with isocratic 5% acetonitrile following a gradient from 8 to 55% acetonitrile at 4–32 min and from 55 to 80% acetonitrile at 32–35 min and lastly finishing with column wash (80% acetonitrile) and stabilization. The flow state was set to 12 mL/min and the column used was a 150 × 21.20 mm, Gemini®10 µm,C-18, 110 Å, Axia packed, Phenomenex. The samples were collected from 5.0 to 33.0 min into 2 mL Eppendorf tubes resulting in total of 168 individual tubes. The chromatographic PAC mixture (at 280 nm) was integrated from 5 to 33 min via TargetLynx software (V4.1 SCN876 SCN 917© 2012 Waters Inc.) and the total integrated was divided into eight equal parts (Supplementary Fig. 6). The 2 mL Eppendorf tubes were then pooled accordingly resulting in total of eight semi-preparative samples per Sephadex fraction. All 88 semi-preparative samples (24 AC and 64 GP semi-preparative samples) were analyzed via UPLC-MS/MS^33^ for their PC/PD composition and mDP. Semi-preparative samples were brought to water phase and freeze-dried. The weights of the samples derived by semi-preparative LC varied between 2 and 17 mg.

### UPLC-MS/MS analyses

UPLC-MS/MS analyses were carried out with similar instrumentation and methodology as described by Engström et al.^33^. The quantitation of the PC and PD units as well as the calculation of mDP were performed with the Engström method^33^ as described by Malisch et al.^61^. Similar standards were used for the quantitation of PC and PD as well as calibration curve for the calculation of the mDP as described by Leppä et al.^32^. The stability of the mass analyzer response was monitored with frequent injections of 1 µg/mL catechin^61^.

### Cell culture

RAW 264.7 murine macrophages (ATCC TIB-71) and RAW-Difluo^TM^ mLC3 cells (mLC3, InVivoGen) were cultured in DMEM supplemented with 10% fetal calf serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. mLC3 cells are used to report autophagosome maturation and express chimeric proteins consisting of a red fluorescence protein (RFP), a green fluorescence protein (GFP), and a membrane-bound LC3 protein^62^. The RFP is resistant to acidic environment of the autophagolysosome, while dual red and green fluorescent RFP::GFP::LC3 puncta represent the early stages of the autophagic flux. Low passage numbers (< 20) were used for all experiments. When culturing mLC3 cells, the media was supplemented with Normocin (100 µg/mL) and Zeocin (200 µg/mL, every second passage). For experimental purposes, neither Normocin nor Zeocin was added to the media.

### Cytotoxicity testing

Cytotoxicity of the isolated PAC used for the stimulation of murine macrophages was assessed using neutral red assays (Sigma-Aldrich) according to the manufacturer’s instructions.

### In vitro screening of anti-inflammatory activity of PAC

Macrophages were plated out on 96-well plates at a concentration of 2.5 × 10^5^ cells/mL. Cells were allowed to adhere for 2 h before LPS stimulation (500 ng/mL). Where appropriate, cells were pre-incubated with AC or GP PAC or vehicle control (PBS) 30 min prior to LPS addition. After 24 h of incubation, the supernatant was collected and frozen at −20 °C, and IL-6 secretion was assessed by enzyme-linked immunosorbent assay (R&D Systems). For equimolar tests, the molarity of samples was calculated based on PC/PD ratios and mDP.

### Flow cytometry

Macrophages were recovered using Accutase (Sigma-Aldrich), washed, and then surface staining or intracellular staining (following fixation with 4% paraformaldehyde and treatment with 0.1% saponin) was carried out at 4 °C for 30 min. TLR4 expression was detected using rat anti-mouse TLR4-APC (Clone SA15-21; Cat# 145405, BioLegend). In total, 10,000 cells were acquired on an Accuri C6 flow cytometer and analyzed using Cflow software (BD Biosciences).

### Stimulation with Bafilomycin A1

As described above, murine macrophages were plated out on 24-well plates at a concentration of 2.5 × 10^5^ cells/mL. Cells were allowed to adhere for 2 h before they were treated in the following order with Baf (10 nM), PAC (15 µg/mL), and LPS (500 ng/mL) with 30 min incubation time between each treatment. Stimulated cells and appropriate controls were left for incubation for 6 h before RNA extraction.

### Assessment of autophagy

Autophagy in RAW 264.7 macrophages was assessed by measuring autophagic vacuoles with the Autophagy Assay Kit (Abcam ab139484) according to the manufacturer’s protocol. In brief, cells were plated out in a 96-well plate and stimulated with either Baf (10 nM) or GP PAC (15 µg/mL) followed LPS stimulation (500 ng/mL) where appropriate. After 20 h of incubation, the cells were trypsinized, washed by centrifugation, and the pellet was re-suspended in indicator-free cell culture medium containing 5% FBS. The cells were then incubated with staining solution for 30 min at RT in the dark, followed by a series of washing steps, before analysis by flow cytometry.

### Preparation of mLC3 cells for fluorescence microscopy

mLC3 cells were plated out on six-well plates containing coverslips, at a concentration of 2.5 × 10^5^ cells/mL. Cells were allowed to adhere for 2 h before LPS stimulation (500 ng/mL). Where appropriate, cells were pre-incubated with either Baf (10 nM) or GP PAC (15 µg/mL) 30 min prior to LPS addition. After 18 h of incubation, the cells were washed twice with PBS and fixed for 15 min with 4% formaldehyde, followed by another washing step with PBS. Finally, the coverslips were recovered and placed onto a slide for microscopy using a Leica DM 5000B Fluorescence Microscope. Images were prepared using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Image processing consisted only of adjustment of brightness and contrast. In order to ensure adjustments were equally applied to all samples, images were processed in stacks.

### Transmission electron microscopy

Murine macrophages were plated out on 24-well plates at a concentration of 5 × 10^5^ cells/mL. Cells were allowed to adhere for 2 h before they were treated as appropriate in the following order with Baf (10 nM), and/or GP PAC (15 µg/mL), and/or LPS (500 ng/mL) with 30 min incubation time between each treatment. The cells were incubated for 24 h before fixation and preparation for transmission electron microscopy. Cells were fixed with 3% glutaraldehyde (Merck, 1042390250) in 0.1 M mNa-phosphate buffer (pH 7.4), post-fixed in 1% osmium tetroxide in 0.1 M Na phosphate buffer, dehydrated stepwise in a graded ethanol series, intermediate solution propylene oxide followed by pure epon O/N and next day, embedded in Epon (TAAB, T031). Semi-thin (2 μm) sections were cut with glass knifes (KnifeMaster II, LKB Bromma 7800) on an ultramicrotome (Leica Ultracut, Leica Microsystems, Wetzlar, Germany), stained firstly with 1% toluidine blue (VWR 34187.185) in 0.1% Borex (VWR 27727.231). Ultra-thin (50–60 nm) sections were sectioned with a diamond knife (Jumdi, 2 mm) on an ultramicrotome (Leica Ultracut), contrasted with 2% uranyl acetate (Polyscience, 21447) and lead citrate(Reynold, 1963), and examined using a Philips CM100 transmission electron microscope operating at 60 kV. Photographs were taken using Olympus Morada 11 megapixel camera and iTEM software (Olympus).

### RNA extraction from macrophages and transcriptomic analysis

LPS-activated and non-activated RAW 264.7 macrophages were cultured with appropriate treatments as described above, and harvested for RNA extraction after 6 h of incubation using RNAeasy kits (Qiagen). cDNA was synthesized from 500 ng of RNA using Quantitect Reverse Transcriptase kits (Qiagen). Transcriptomic analysis was performed using the GeneChip WT PLUS Reagent kit (Thermo Fisher Scientific, CA, USA) and Affymetrix mouse Clariom S HT 24-array plate pipeline (Eurofins AROS, Denmark), with array plate processing carried out on a GeneTitan Instrument (Thermo Fisher Scientific). Transcriptome Analysis Console (TAC) software (Thermo Fisher Scientific) was used to analyze microarray data, and additional pathway analysis performed using Gene Set Enrichment Analysis software (GSEA; Broad Institute, MA, USA), using values of FDR *q* value <0.2 and nominal *p* value <0.02 to assess significance. qPCR was performed using perfeCTa SYBR green fastmix (Quanta Bioscience) using the following program: 95 °C for 2 min followed by 40 cycles of 15 s at 95 °C and 20 s at 60 °C. Primer sequences are listed in Supplementary Table 3.

### Treatment of mice with PAC fractions

Six-week-old female C57BL/6JOlaHsd mice (Envigo, the Netherlands) were distributed into three groups of five mice. The mice were allowed 1 week of acclimatization, and were fed with a purified control diet (13 kJ% fat; ssniff Spezialdiӓten GmbH, Germany) throughout the entire study. Each group was orally gavaged every second day for 10 days with either low (3.5) mDP GP PAC, medium (8.3) mDP GP PAC (200 mg/kg BW) Sephadex LH-20 fractions dissolved in distilled water, or water alone. Mice were euthanized by cervical dislocation, and tissue collected from the ileum was preserved in RNAlater for RNA-sequencing and qPCR. Primer sequences are listed in Supplementary Table 3.

### RNA sequencing of mouse intestinal tissue

RNA was extracted from ileal tissue as described above. Libraries were prepared and sequenced (paired-end reads of 100 bp) on a BGISEQ-500 sequencer (BGI, Copenhagen, Denmark). Quality control was performed using SOAPnuke v1.5.2 (github.com/BGI-flexlab/SOAPnuke) to remove adaptors, reads with unknown bases more than 10%, and low-quality reads. Clean reads were mapped to the mouse genome (mm10) using Bowtie2 (v2.2.5). Differentially expressed genes were detected using NOIseq, using a *Q*-value for significance of >0.8 and a fold change of at least two^63^. Pathway analysis was conducted using GSEA. Predicted genes and those with no gene symbol assigned were excluded from analysis. Principal component analysis was performed using ClustVis^64^. For qPCR validation, cDNA synthesis and PCR was performed as above.

### Statistical analysis

Data analysis was performed using the statistical softwares GraphPad Prism 7 (GraphPad Inc.) and SPSS (IBM SPSS Statistics 27). D’Agostino–Pearson and Shapiro–Wilk normality tests were used to assess data sets for normal distribution. Parametric data were analyzed using *t*-tests or one-way ANOVA analysis and Tukey’s multiple comparisons test. If the data did not follow a Gaussian distribution, non-parametric tests (Mann–Whitney tests or Kruskal-Wallis tests followed by Dunns post hoc test) were applied. Regression analysis was conducted using the curve-fit option in SPSS, applying both linear and quadratic analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

Microarray data are available at GEO, under the accession number GSE167063, and raw GSEA data are available in Supplementary Data 1. RNA-seq data are available at GEO under accession number GSE168138, and raw GSEA data are available in Supplementary Data 2. Source data and images underlying the presented graphs are available in Supplementary Data 3 and 4.

# Supplementary material for: Structure-function analysis of purified proanthocyanidins reveals a role for polymer size in suppressing inflammatory responses
**Source:** Commun Biol. 2021 Jul 21;4:896. doi: 10.1038/s42003-021-02408-3
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

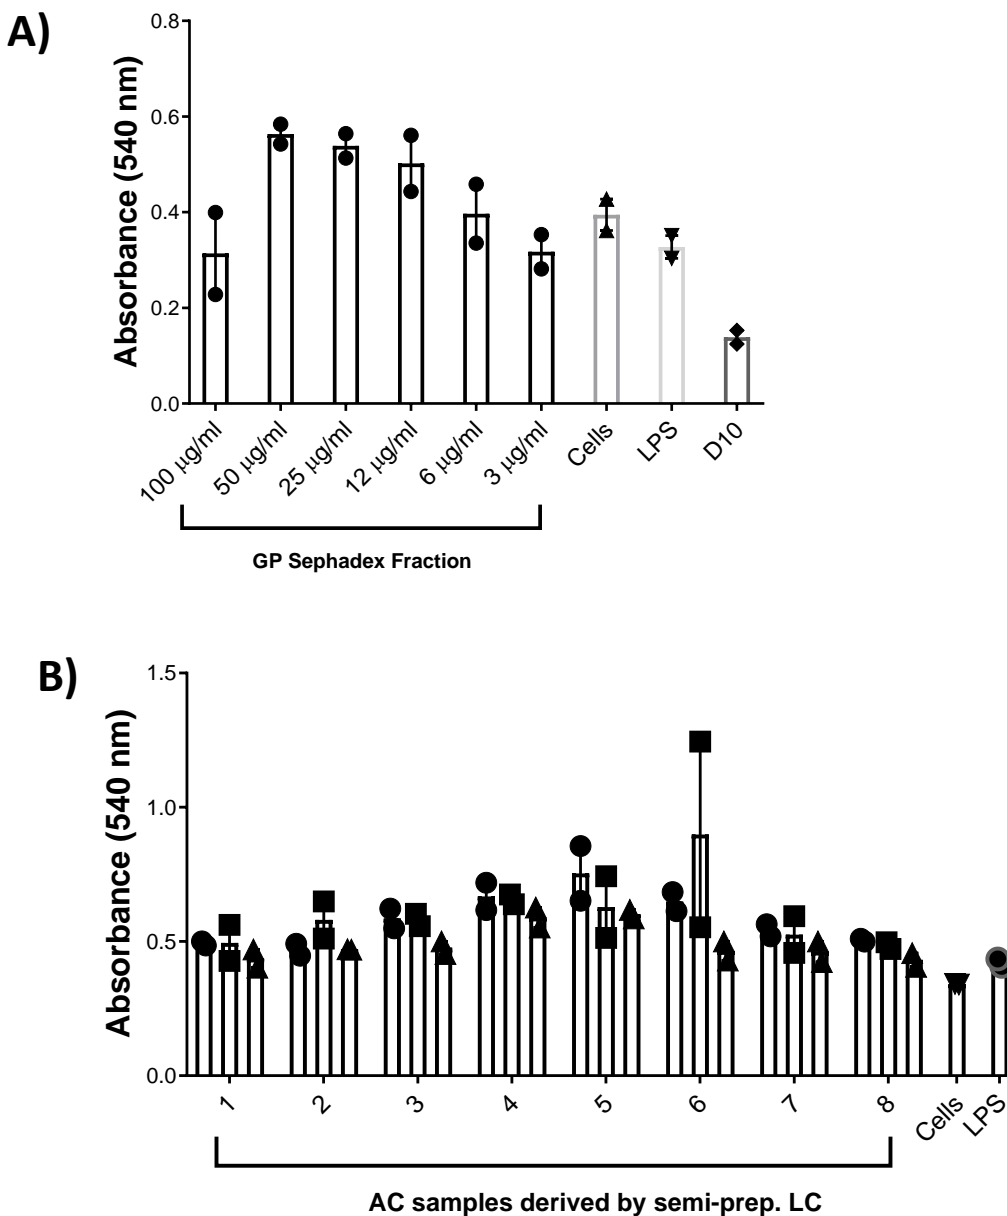

### Supplementary Figure 1 Cytotoxicity test by Neutral Red Assay

A) Sephadex fraction were tested in LPS-activated RAW 264.7 macrophages at different concentrations (3-100 µg/ml) in duplicates. No signs of toxicity were reported.

B) Samples derived by semi-preparative liquid chromatography were tested in LPS-activated RAW 264.7 macrophages at a concentration of 15 µg/ml in duplicates. No signs of toxicity were reported as no absorbance values were below the control samples.

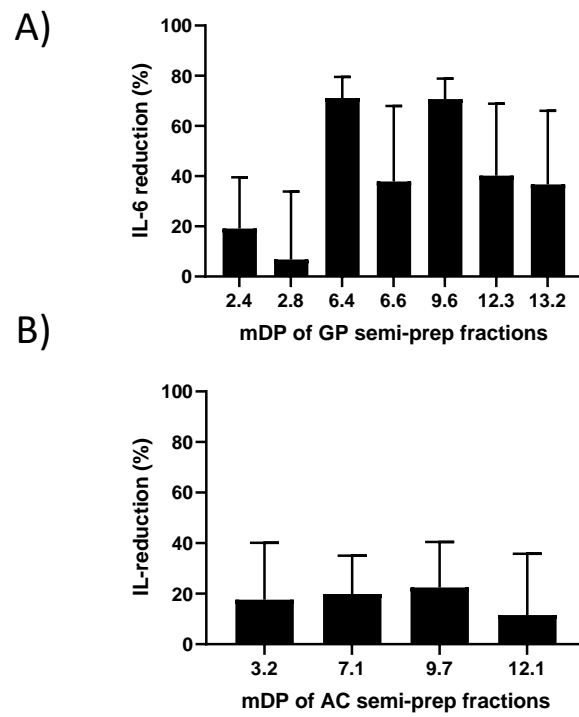

**Supplementary Figure 2 - Inhibition of IL-6 secretion in LPS-activated macrophages stimulated with grape pomace or alpine currant PAC at equimolarity of 7.8  $\mu$ M.**  
Experiments were conducted at least twice with triplicate samples.

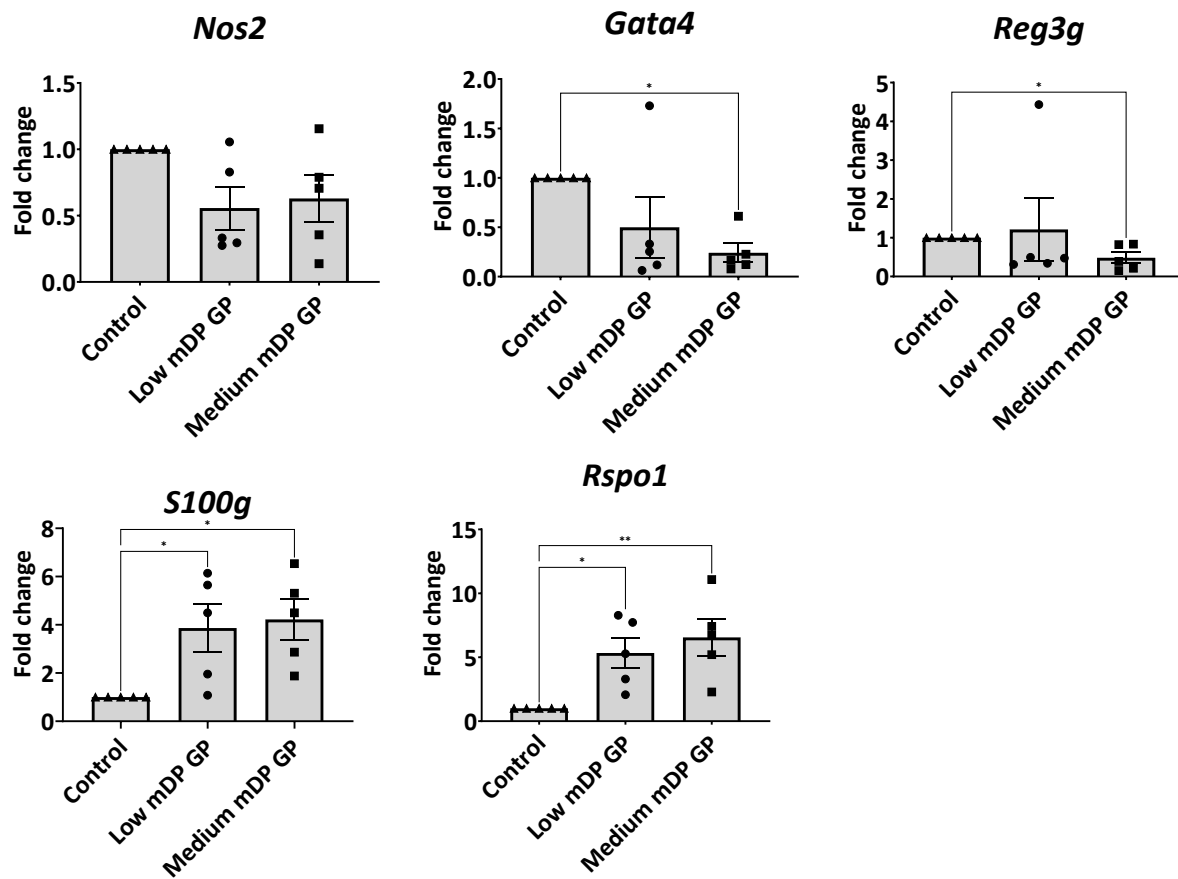

### Supplementary Figure 3 - Regulation of gene expression in mouse ileum tissue by PAC

qPCR data depicting the regulation of *Nos2*, *Gata4*, *reg3g*, *S100g* and *Rspo1* in the ileum tissue of mice dosed with either low or medium mDP Sephadex fractions derived from grape pomace (GP). 

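The plots of Supplementary Fig. 3 rest on quantitative PCR, in which a short stretch of the cDNA of each gene is amplified between a pair of primers. The primers were compared with the GENCODE transcripts of GRCm38. Those of Nos2 match transcript Nos2-201 exactly and enclose 124 bases, from position 121 to 244. Those of Gata4 match Gata4-201 exactly and enclose 127 bases, from 98 to 224. Those of S100g match S100g-201 exactly and enclose 129 bases, from 261 to 389, and those of Rspo1 match Rspo1-201 exactly and enclose 111 bases, from 835 to 945. In Reg3g, the reverse primer differs by 1 base from both annotated transcripts. The forward primer of Reg3g has no match, with at least 9 mismatches along Reg3g-201 and 7 along Reg3g-202. The PCR measurements themselves were not analysed here.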

Data is expressed as fold changes relative to mice dosed with water only ( $n=5$  mice per treatment group). (\* $p < 0.05$ , \*\* $p < 0.01$  by Kruskal-Wallis test).

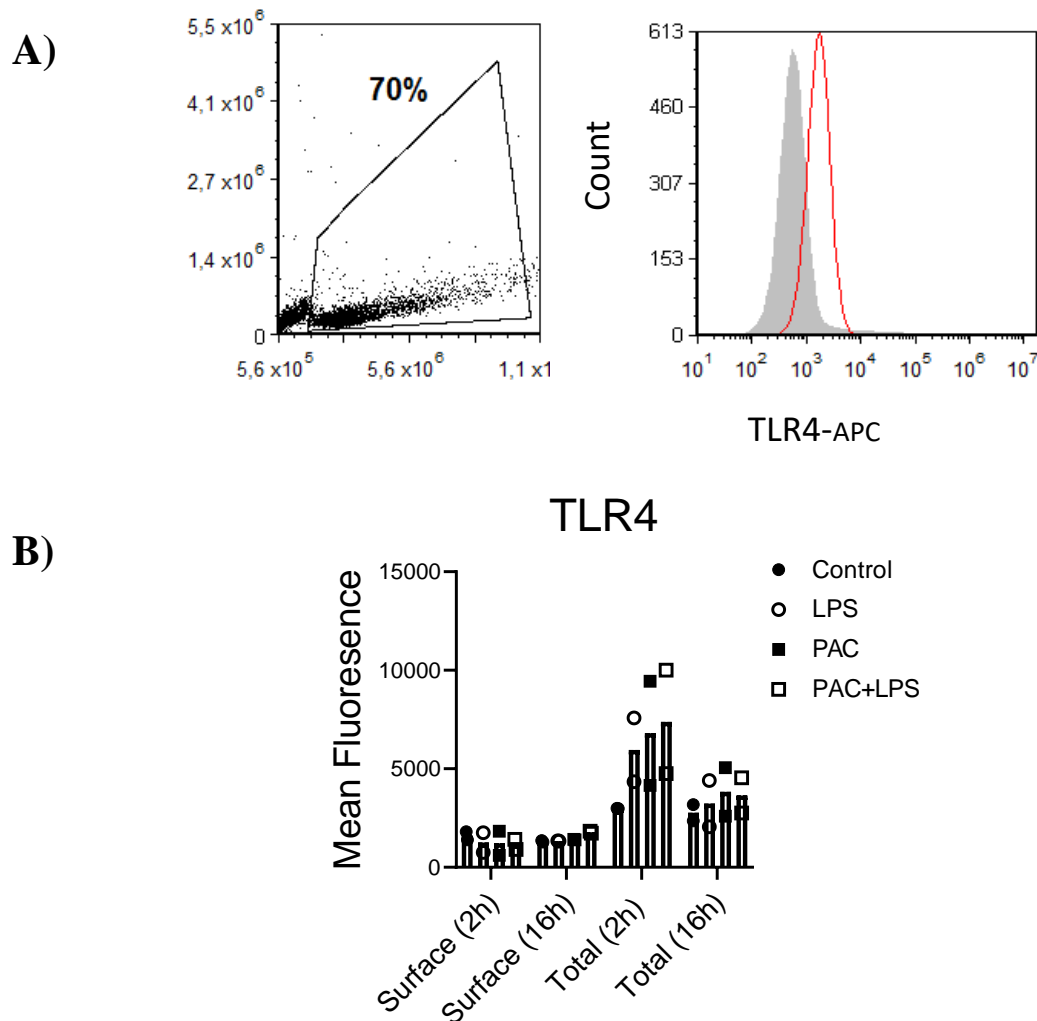

**Supplementary Figure 4 Proanthocyanidins do not reduce TLR4 protein expression**

**A)** Macrophages were gated on FFS/SSC and the TLR4 expression fluorescence intensity assessed. Shown is representative scatter plot and histogram (Surface TLR4 expression in cells compared to isotype control (shaded histogram) **B)** No effect of proanthocyanidin was observed on either surface or total expression of TLR4 proteins in LPS-activated RAW 264.7 macrophages stimulated with proanthocyanidins compared to appropriate controls.

**A)**

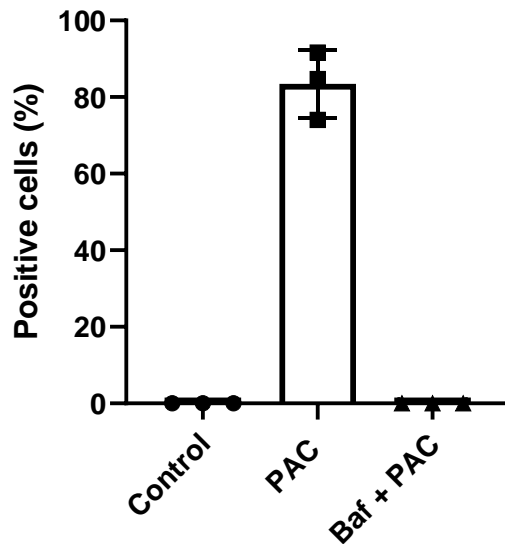

**B)**

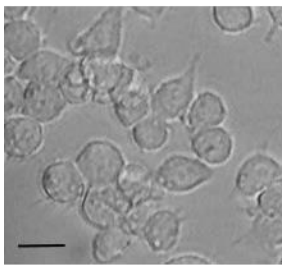

Control

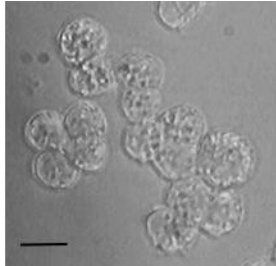

PAC

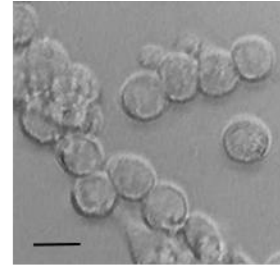

Baf+PAC

**Supplementary Figure 5 Proanthocyanidins induce autophagosome-like structures in RAW 264.7 macrophages**

A) RAW 264.7 macrophages stimulated with PAC (15  $\mu$ g/ml) containing autophagosomes-like structures (= positive cells) were enumerated. Co-stimulation with Bafilomycin (10nM) and unstimulated cells did not display autophagosomes-like structures. ND = Not detected. B) Microscopy pictures of RAW 264.7 cells with appropriate treatments. Scale bars indicate 10  $\mu$ m.

|                                                |                    |         |           |    |             |         |          |           |       |      |
|------------------------------------------------|--------------------|---------|-----------|----|-------------|---------|----------|-----------|-------|------|
| TargetLynx - 181116 Batch2GS Acet2-Acet3 120mg |                    |         |           |    |             |         |          |           |       |      |
| File Edit View Display Processing Window Help  |                    |         |           |    |             |         |          |           |       |      |
|                                                |                    |         |           |    |             |         |          |           |       |      |
| UV 280                                         |                    |         |           |    |             |         |          |           |       |      |
| #                                              | Name               | Type    | Std. Conc | RT | Area        | IS Area | Response | Primar... | Conc. | %Dev |
| 1                                              | 181116 Batch2GS... | Analyte | 1.000     |    | 8367570.877 |         | 0.000    |           |       |      |

  

|   |          |       |       |             |         |             |           |       |      |           |           |
|---|----------|-------|-------|-------------|---------|-------------|-----------|-------|------|-----------|-----------|
| # | Name     | Trace | RT    | Area        | IS Area | Response    | Primar... | Conc. | %Dev | Peak S... | Peak E... |
| 1 | 1 UV 280 | 280   | 16.96 | 1002254.563 |         | 1002254.563 | MM        |       |      | 5.075     | 16.958    |
| 2 | 1 UV 280 | 280   | 18.56 | 1050602.125 |         | 1050602.125 | MM        |       |      | 16.958    | 18.558    |
| 3 | 1 UV 280 | 280   | 19.67 | 1010401.250 |         | 1010401.250 | MM        |       |      | 18.558    | 19.675    |
| 4 | 1 UV 280 | 280   | 20.70 | 1032506.063 |         | 1032506.063 | MM        |       |      | 19.675    | 20.700    |
| 5 | 1 UV 280 | 280   | 20.82 | 1044097.688 |         | 1044097.688 | MM        |       |      | 20.700    | 21.725    |
| 6 | 1 UV 280 | 280   | 21.72 | 1043401.938 |         | 1043401.938 | MM        |       |      | 21.725    | 22.858    |
| 7 | 1 UV 280 | 280   | 22.86 | 1099591.250 |         | 1099591.250 | MM        |       |      | 22.858    | 24.525    |
| 8 | 1 UV 280 | 280   | 24.52 | 1084716.000 |         | 1084716.000 | MM        |       |      | 24.525    | 33.433    |

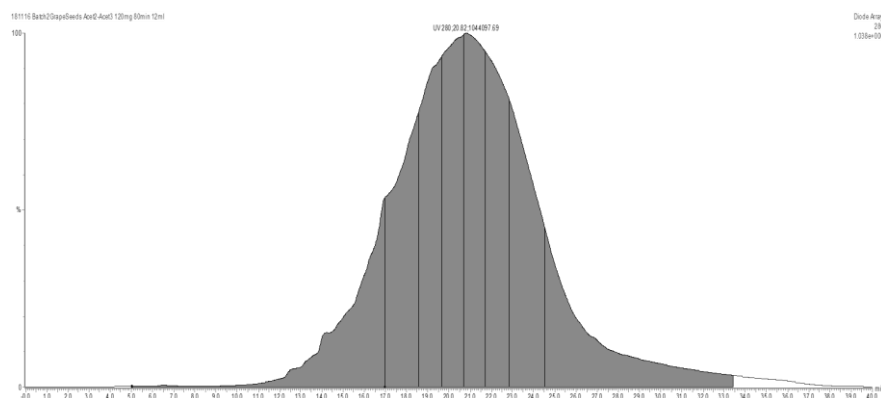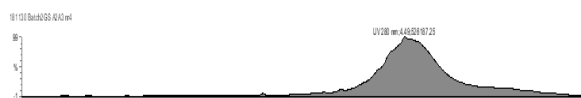

## Supplementary Figure 6 - Integration of Chromatograms

MassLynx was used in order to determine the Area under the curve (AUC) within the time-span of 5–33 minutes. The Peak Response Area value was divided into 8 equally sized “slices”, corresponding to the 8 areas of the chromatogram. The 168 tubes resulting from the semi-preparative liquid-chromatography were then pooled accordingly into 8 highly purified PAC samples, which were individually analyzed by UPLC-MS/MS.

**Supplementary Table 1 - List of material used for the extraction and purification of proanthocyanidins**

|          | Material                                                                       | References                             |
|----------|--------------------------------------------------------------------------------|----------------------------------------|
| Samples  | Alpine currant (AC)<br>Macerated in 80 %<br>analytical acetone<br>(09-08-2018) | This study                             |
|          | Grape pomace (GP)<br>Macerated in 80 %<br>analytical acetone<br>(14-09-2018)   | Nor-Feed A/S<br>(Hvidovre,<br>Denmark) |
| Solvents | Acetyl acetate                                                                 | VWR International<br>S.A.S, France     |
|          | Analytical acetone                                                             | VWR International<br>S.A.S, France     |
|          | Butanol                                                                        | VWR International<br>S.A.S, France     |
|          | Diethyl ether                                                                  | VWR International<br>S.A.S, France     |
|          | Ethyl acetate                                                                  | VWR International<br>S.A.S, France     |
|          | Formic acid 99-100%                                                            | WR International,<br>EC                |
|          | Formic acid, LC-MS grade                                                       | Sigma Aldrich, USA                     |
|          | Methanol, analytical grade                                                     | VWR International<br>S.A.S, France     |
|          | Acetonitrile, LC-MS grade                                                      | VWR International<br>S.A.S. (USA)      |
|          | MilliQ water<br>Purified with Millipore<br>Synergy UV system                   | Merck KGaA,<br>Darmstadt,<br>Germany   |
| Other    | Sephadex LH-20                                                                 | GE Healthcare                          |

## Supplementary Table 2 - Extraction and purification of proanthocyanidins

Overview of the extraction and purification steps used to isolate purified PAC from grape pomace (GP) and alpine currant (AC) by Sephadex LH-20 fractionation followed by semi-preparative liquid chromatography.

|                                           | Alpine currant                                                                                                             | Grape pomace                                                                                   |
|-------------------------------------------|----------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| 1. Extraction by filtration               | Macerated in 80 % analytical acetone (09-08-2018)                                                                          | Macerated in 80 % analytical acetone (14-08-2018)                                              |
|                                           | 5 extractions through Büchner funnel                                                                                       |                                                                                                |
|                                           | Evaporation of acetone from samples in fume hood                                                                           |                                                                                                |
|                                           | UPLC analysis                                                                                                              |                                                                                                |
|                                           | Pooling of extractions 1-5                                                                                                 | Pooling of extractions 1-5                                                                     |
|                                           | Liquid-liquid extraction with ethyl acetate and butanol                                                                    | -                                                                                              |
| 2. Sephadex fractionation                 | -                                                                                                                          | -                                                                                              |
|                                           | Sephadex fractionation<br>6 water fractions<br>5 methanol fractions<br>6 acetone fraction                                  | Sephadex fractionation<br>6 water fractions<br>5 methanol fractions<br>6 acetone fraction      |
|                                           | O/N evaporation of acetone fractions<br>Rotary evaporation of methanol fractions                                           |                                                                                                |
|                                           | Freeze-drying and weighing of samples                                                                                      |                                                                                                |
|                                           | Pooling of samples based on similarity of chromatogram → 6 alpine currant sephadex samples                                 | Pooling of samples based on similarity of chromatogram → 8 grape pomace sephadex samples       |
|                                           | Injection of ~120 mg of each sephadex fractions                                                                            |                                                                                                |
| 3. Semi-preparative liquid chromatography | Collection of samples in 168 Eppendorf tubes                                                                               |                                                                                                |
|                                           | Pooling of each semi-prep run into 8 equal sub-fractions → 48 alpine currant semi-prep fractions                           | Pooling of each semi-prep run into 8 equal sub-fractions → 64 grape pomace semi-prep fractions |
|                                           | Evaporation of solvents by rotavap, rotary evaporation or centrifugal concentration and freeze-drying                      |                                                                                                |
|                                           | A total of 112 semi-prep samples containing highly purified PAC were generated with sample weights ranging between 2-17 mg |                                                                                                |

**Supplementary Table 3 - Primer sequences used in experiments**

| Primer name                             | Primer sequence (5'→3') |
|-----------------------------------------|-------------------------|
| <b>Used for <i>in-vitro</i> studies</b> |                         |
| <i>Tlr4</i> forward primer              | ACTGGCCTTTCAGGAACTTT    |
| <i>Tlr4</i> reverse primer              | ACATCCTAGGGCTGTCTTTCTT  |
| <i>Atp6v0d2</i> forward primer          | GGGCCAGTGTTCAAGTTGCTA   |
| <i>Atp6v0d2</i> reverse primer          | TCCTGCTGAGTTAGGAGGCT    |
| <i>Rab7b</i> forward primer             | GGAAGTGGCCTCTACCAAA     |
| <i>Rab7b</i> reverse primer             | CCTCACACAGGTGGGAGTTC    |
| <i>Gapdh</i> forward primer             | TATGTCGTGGAGTCTACTGGT   |
| <i>Gapdh</i> reverse primer             | GAGTTGTCATATTCTCGTGG    |
| <b>Used for <i>in-vivo</i> studies</b>  |                         |
| <i>Nos2</i> forward primer              | GGTGAAGGGACTGAGCTGTT    |
| <i>Nos2</i> reverse primer              | TGCACTTCTGCTCCAAATCCA   |
| <i>Gata4</i> forward primer             | TTCTGGGAAACTGGAGCTGG    |
| <i>Gata4</i> reverse primer             | TGCTTTCTGCCTGCTACACA    |
| <i>Reg3g</i> forward primer             | CACCATCCTAGGGATCTGCAA   |
| <i>Reg3g</i> reverse primer             | ATGGGGCATCTTTCTTGCCA    |
| <i>S100g</i> forward primer             | GGAGCTGGATAAGAATGGCGA   |
| <i>S100g</i> reverse primer             | AGAGCGTGCGTTCAATCAGT    |
| <i>Rspo1</i> forward primer             | TGTACTTACACAAGGGCCGC    |
| <i>Rspo1</i> reverse primer             | GGGACCACTCGCTCATTTCA    |
| <i>Gapdh</i> forward primer             | TATGTCGTGGAGTCTACTGGT   |
| <i>Gapdh</i> reverse primer             | GAGTTGTCATATTCTCGTGG    |

# Supplementary material for: Structure-function analysis of purified proanthocyanidins reveals a role for polymer size in suppressing inflammatory responses
**Source:** Commun Biol. 2021 Jul 21;4:896. doi: 10.1038/s42003-021-02408-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Regulated gene pathways in RAW264.7 macrophages identified by gene-set enrichment analysis.

File Name: Supplementary Data 2

Description: Down-regulated gene pathways in PACtreated mice identified by gene-set enrichment analysis.

File Name: Supplementary Data 3

Description: Raw data underlying figures.

File Name: Supplementary Data 4

Description: Raw image files.

# Supplementary material for: Structure-function analysis of purified proanthocyanidins reveals a role for polymer size in suppressing inflammatory responses
**Source:** Commun Biol. 2021 Jul 21;4:896. doi: 10.1038/s42003-021-02408-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray and RNA-seq data is available at GEO under the accession numbers GSE167063 and GSE168138, respectively. All other data is contained within the manuscript and its supplementary files.

### Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical tests were used to determine sample sizes. Sample sizes were based on published literature and previous experiments utilizing these techniques in our group. |
| Data exclusions | No data were excluded from analysis.                                                                                                                                        |
| Replication     | Experimental in vitro data was repeated in independent experiments and successfully confirmed. In vivo studies were not repeated due to the high cost of RNA-sequencing.    |
| Randomization   | For in vivo studies, mice were randomly allocated to treatment groups.                                                                                                      |
| Blinding        | Blinding was not used during data acquisition and analysis.                                                                                                                 |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                 |
|-----------------|-----------------------------------------------------------------|
| Antibodies used | Rat anti-mouse TLR4-APC (Clone SA15-21; Cat# 145405, BioLegend) |
| Validation      | Validated by manufacturer.                                      |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                |
|----------------------------------------------------------------------|------------------------------------------------|
| Cell line source(s)                                                  | ATCC                                           |
| Authentication                                                       | None of the cell lines were authenticated      |
| Mycoplasma contamination                                             | Cell lines were tested negative for Mycoplasma |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J OlaHsd mice, female, 7 weeks old, obtained from Envigo (Netherlands).                                                                                                      |
| Wild animals            | N/A                                                                                                                                                                                 |
| Field-collected samples | N/A                                                                                                                                                                                 |
| Ethics oversight        | All experiments involving animals were conducted in agreement with the Danish legislation and the Danish Animal Experiments Inspectorate with the license number 2015-15-0201-0076. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                      |
|---------------------------|------------------------------------------------------|
| Sample preparation        | RAW 264.7 macrophages were harvested using Accutase. |
| Instrument                | Accuri C6                                            |
| Software                  | Cflow software (BD Biosciences)                      |
| Cell population abundance | no sorting was applied.                              |
| Gating strategy           | Please see attached supplementary Figure             |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

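RNA from the ileum of 15 mice, 5 gavaged with water, 5 with low mDP PAC and 5 with medium mDP PAC, was analysed from the processed values that the authors deposited for each mouse. The sample labels call the third group high molecular weight PAC. It was taken as the medium mDP PAC group because the paper has 3 groups and its Supplementary Data 3 uses the same name over the values that Fig. 5a gives for medium mDP PAC. The labels give an age of 8 weeks and the methods an age of 6 weeks on arrival.

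The authors cleaned paired-end reads from a BGISEQ-500 sequencer with SOAPnuke, mapped them to mm10 with Bowtie2 and deposited an expected count for each gene, an estimate of its read pairs that is not normalized. The FPKM values were also computed by the authors, who scaled the fragments of a gene by its length and by the mapped fragments of its library and deposited them with 2 decimals. The paper's text does not name the tool that counted the reads. Between 88.6% and 89.5% of the expected counts of a mouse were whole numbers. No file listed a gene with an FPKM under 0.01, and a gene missing from a file was given 0. The files listed between 16138 and 16392 genes per mouse and 17752 genes in any mouse, of which 15000 were listed in every mouse. Of their gene identifiers, 17716 matched the RefSeq annotation of GRCm38. Coordinates of named genes were taken from the GENCODE annotation of GRCm38.

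The expected counts of a mouse summed to between 15963086 and 17903886. Counts of this size leave little counting error in genes of moderate expression, so the differences between mice of a group set the precision, except in genes with few counts.

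The expected counts were rounded and tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit without the robust option) in R 4.3.3, over the 14386 genes kept by edgeR's filter on low counts with the 3 groups. The 3 comparisons (medium mDP PAC against water, low mDP PAC against water and medium against low mDP PAC) used 1 model of all 15 mice. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken from the test statistic. Single genes were also compared by a two-sided exact permutation test of log2(FPKM + 0.1). Adjusted p-values of genes are from edgeR unless DESeq2 1.42.0 or limma 3.58.1 is named.

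NOISeq was re-implemented in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, numba 0.67.0), with the noise taken from all pairs of mice within the compared groups. It was run on the deposited FPKM with a probability over 0.8 and a fold change of at least 2, with zeros replaced by 0.5 times the smallest positive value and without the 720 predicted gene names. The paper's text gives the threshold and the fold change but not the other NOIseq parameters. Principal components and the share of the variance between groups were computed from log2(FPKM + 1) of genes with a mean FPKM of at least 0.5, scaled to unit variance, with scipy 1.17.1 for the tests. Figures were drawn with matplotlib 3.10.9.

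The gene sets of Fig. 5c were tested with limma's camera with an inter-gene correlation of 0.01. The files carry orthology terms but no pathway members. The KEGG database, which the paper names as its source, was not at hand here, so members were written by hand from gene names. For 6 of the 7 sets this was possible, p-values were adjusted over these 6 rather than 7, and the Huntington's disease set was not analysed here. A gene set score is the mean over the set of log2 CPM, less the mean of the water group. Lists of marker genes of 15 tissues, cell types and responses were written before the data were examined, as were the comparisons, the tests and the alternatives unless stated otherwise. A marker score is the mean over a list of the centred log2(FPKM + 0.1), with genes of Fig. 5a left out. The position score is the score of the proximal small intestine list less that of the distal ileum list.

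Each result was recomputed with other normalizations, filters, pseudocounts, models and thresholds, with fgsea 1.28.0 for the gene sets, and without each mouse in turn. DESeq2 gives no adjusted p to genes under a mean count that it chooses. Its counts of changed genes are given with this filter, its adjusted p-values of single genes were taken over all genes tested, and the counts without the filter were added after seeing the data, as were models with tissue scores as covariates. Where groups are compared in a model of all genes, the result was set beside those of other splits of the same 10 mice, namely the 16 splits that part every pair of mice with the same number and a draw of 100 splits of all kinds.

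The methods were tested on simulated data. With 200 genes changed between groups of 5 mice, edgeR called 172 of the 200 (86.0%) and 9 of the unchanged genes, and 96.7% of the genes changed 4-fold. It called 0 genes where none was changed. DESeq2 called 176 of the 200 and 31 unchanged genes, and limma 170 and 9. NOISeq called 123 of 200 changed genes (61.5%) and 46 unchanged genes. Camera called each of the 6 sets when its genes were lowered by 0.5 on the log2 scale. In all these simulations genes were drawn independently of each other. The 0.5 was also larger than the mean changes of the lower sets with medium mDP PAC (-0.36 to -0.10). The simulations therefore do not show how often genes or sets are called wrongly when genes vary together, or how often smaller changes of a set are found.

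The text names every gene that the paper names for the mouse ileum, in its text or in Fig. 5a, and in each comparison up to 3 genes per direction with the largest change among those past the threshold whose groups do not overlap. Other genes are named as members of the marker lists or are said to be chosen after their values were seen. The macrophage microarrays, the cell experiments and the PCR data were not analysed here.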

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

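The tests of depth, of gene length and of the antimicrobial genes, and the covariate tests of Slc23a4, were chosen only after the result was seen. In 106 groups of 5 mice (values of named genes, gene set scores, totals and components), 15 had a mouse far from the other 4, where about 5.3 are expected by chance. Several of the 15 come from the same mouse and are not independent.

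Medium mDP PAC replicate 2 stood apart in 4 genes. Its FPKM was 4.23 in Gata4 (other mice of the group 0.39 to 0.75), 10.98 in Dnase1 (2.41 to 3.49), 195.1 in Plb1 (17.6 to 53.3) and 7.04 in Hoxb7 (12.2 to 13.9), each time on the side of the water group. Its score on the list of proximal small intestine markers, 0.20, was the highest of the medium mDP PAC mice. Its score on the list of distal ileum markers, -0.07, was the lowest of that group and its position score, 0.27, the highest. A piece of ileum taken nearer to the proximal intestine and a weaker response of this mouse to the PAC cannot be told apart, and neither was tested on this mouse alone.

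Medium mDP PAC replicate 3 lay at 175.14 on component 1 (other mice of the group -11.87 to 35.67). Its scores were -0.856 in the renin-angiotensin set (-0.357 to -0.194), 0.828 in the ribosome set (-0.111 to 0.091) and 0.423 in oxidative phosphorylation (-0.025 to 0.095). Its FPKM of Hbb-bt was 11.93 (3.04 to 4.30), a gene with close paralogs whose share of the reads was not tested. Its score on the list of erythrocyte markers, without genes of Fig. 5a, was 1.14, the highest of the 15 mice (next 0.41), so more blood in the piece is another open hypothesis for Hbb-bt. Its 10 most abundant genes held 6.17% of its counts and its counts summed to 17270988, both within the range of the other 14 mice, so depth and a few dominant genes do not explain it. Its FPKM summed to 677075, however, against 502110 to 573980 in the other 14 mice. Its difference from the other mice of its group fell with gene length (Spearman's rho -0.458, and -0.445 without the ribosome and oxidative phosphorylation genes), outside the range of -0.216 to 0.314 in the other 14 mice. A candidate explanation is a bias with gene length in this library, from which a biological difference cannot be told apart. Its score on the list of Peyer's patch B cell markers was 3.02, below the highest of the other mice (3.13), so it was not set apart by B cells. Its plasma cell score, 0.701, was the highest of the 15 mice (next 0.51). Its position score, -1.056, was the lowest of its group (others -0.493 to 0.273), although low mDP PAC replicate 2 had -1.165. Its most abundant gene was Lyz1 (0.93% of its counts), while it was Anpep in each of the other 14 mice. Other lymphoid cells, another make-up of cells and the position of the piece therefore stay open for this mouse. RNA quality was not analysed here. No condition of the design sets this mouse apart from its group, and apart from these marker lists no biological explanation was tested for it.

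Low mDP PAC replicate 2 had 5722 FPKM of Reg3g (351.8 to 601.3 in the other mice of the group) and 78.44 of Nos2 (15.49 to 27.48). The 10 most abundant genes held 6.44% of its counts and the counts summed to 17857440, within the range of the other mice, so depth does not explain this. Of 8 other genes on the list of the antimicrobial response of the epithelium, 7 were highest in this mouse out of all 15. As a hypothesis, this mouse may have had an antimicrobial response of its own, apart from the PAC given. Reads shared between Reg3g and Reg3b were not tested separately, and Reg3b was also highest in this mouse (9637 FPKM).

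Slc28a2 in water replicate 5 had 65.65 FPKM (48.7 to 52.3 in the other water mice) and Sh3bgr in low mDP PAC replicate 4 had 3.54 (8.10 to 9.15). The expected counts summed to 16402514 in water replicate 2 (17469781 to 17903886 in the other water mice) and to 15963086 in low mDP PAC replicate 4 (17554554 to 17857440). The normalization removes a difference in the total, and no explanation was tested for these 4 values.

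Slc23a4, which the paper does not report, was lower with medium mDP PAC than with water, with a log2 fold change of -1.046 (adjusted p = 0.00449, edgeR) and all 5 mice below the lowest water mouse. With the position score as a covariate its log2 fold change was -1.029 (adjusted p = 0.03766, edgeR), so the position score did not account for its change. With the B cell, smooth muscle and position scores together it was -0.87 (adjusted p = 0.433, edgeR), and over all alternatives its adjusted p lay between 6.99e-10 (DESeq2) and 0.433. Slc23a4 was also lower with low mDP PAC, with a log2 fold change of -0.57 (exact permutation p = 0.0238; adjusted p = 0.976, edgeR), although the changes with low mDP PAC hardly followed gene length (Spearman's rho -0.017), which goes against a length bias as the cause. A response to PAC remains a hypothesis that cannot be told apart from a different make-up of the pieces of ileum.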

How the results depend on the processing

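The tests with tissue scores as covariates and DESeq2 without its independent filtering were chosen only after the data were seen, and the other settings were planned.

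The edgeR test of medium mDP PAC against water gave 2 genes with upper-quartile normalization, no filter, a mean FPKM of at least 1, a robust fit, the number of the mouse as a block (1840 genes at an unadjusted p under 0.05) or a fold change of at least 2. The count was 4 with only the 2 groups compared, 8 with limma on log2(FPKM + 1), 9 with limma on log2(FPKM + 0.1), 11 with limma and a quality weight for each mouse, 167 with DESeq2 and 112 with DESeq2 without its independent filtering. DESeq2's filter left an adjusted p for 6577 of the 14386 genes. The cause of the difference between edgeR and DESeq2 was not tested. On simulated data DESeq2 called 31 unchanged genes where edgeR called 9, too small a gap to account for 167 genes against 2. The simulated counts were drawn with edgeR's own estimates of the spread, so they cannot decide between the 2 methods. With the B cell, smooth muscle and position scores together as covariates the count was 9, with the position score 3 and with either other score 2. Over these 4 models the adjusted p of Slc28a2 lay between 0.00271 and 0.0365 (edgeR) and that of Slc23a4 between 0.00511 and 0.433, the latter with all 3 scores, at a log2 fold change of -0.87. From 2 to 11 genes were found across the fits that each left out one mouse, with 11 without medium mDP PAC replicate 2 and 4 without water replicate 2. The cause was not tested.

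Low mDP PAC against water gave 2 genes with DESeq2, with or without its filter (cause not tested), and 0 to 1 across the fits that each left out one mouse. Every other setting gave 0. The 520 genes at an unadjusted p under 0.05 became 293 to 804 without each mouse in turn. Medium against low mDP PAC gave 0 genes in every fit, those without a mouse included. Here the 559 genes at an unadjusted p under 0.05 became 264 (without medium mDP PAC replicate 3) to 986 (without replicate 4).

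NOISeq on medium mDP PAC gave 8 genes at a probability over 0.9 and 129 with a fold change of at least 2 and an exact permutation p under 0.05, and from 20 to 36 in its other settings. On low mDP PAC these were 2, 63 and from 17 to 27. Without each mouse in turn the counts ran from 20 to 32 with medium and from 7 to 31 with low mDP PAC. The cause was not tested.

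The share of variance between medium mDP PAC and water was 17.8% with centred genes that were not scaled and 14.3% over the 500 most variable genes, both without an exact permutation p under 0.05, and from 18.5% to 20.3% in the other settings, all with p = 0.0079. It lay between 19.6% and 23.4% without each mouse. For low mDP PAC it lay between 12.0% and 14.5%, and between 11.1% and 15.1% without each mouse, never past the threshold. The cause was not tested.

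Of the 6 gene sets, between 2 and 4 were lower with medium mDP PAC in every setting and between 3 and 4 without each mouse. With low mDP PAC, 0 sets were lower with the correlation estimated for each set, although 4 had an unadjusted p under 0.05, from 0.00843 to 0.0485. Between 2 and 4 were lower in the other settings and between 2 and 5 without each mouse, with 5 without low mDP PAC replicate 4. The cause was not tested. The Huntington's disease set was not run.

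For single genes, 346 fits under the planned settings covered 35 results (27 genes with medium and 8 with low mDP PAC). None reversed and 0 became weaker, while 11 passed the adjusted threshold that they missed in edgeR, of which 8 did so in DESeq2. Of 350 fits that each left out one mouse, 345 kept their side of the threshold and 5 passed it. Of 140 fits with covariates 135 kept their side and direction. In the other 5, all with the 3 scores together, Reg3g passed the threshold, Slc23a4 no longer did, and the log2 fold change turned from lower to higher in Fam151a (0.343) and Enpp7 (0.034) with medium mDP PAC and in Gata4 (0.062) with low mDP PAC. With a filter of a mean FPKM of at least 1, Cartpt, Rspo1 and Tshr had no value.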

Differences from the paper's values

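No test in this part was chosen only after the result was seen.

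For low mDP PAC, the re-implemented NOISeq called 18 genes where the paper's number is 2. Of the alternatives set before the data were examined, a probability threshold of 0.9 gave 2 genes, of which 1, S100g, is one of the paper's. None of the others closed the gap, with 27 genes at a threshold of 0.7, 17 on TMM-normalized counts, 20 with predicted genes kept, 19 with zeros replaced by 0.01 FPKM, 21 with a mean FPKM of at least 1, 63 with an exact permutation p under 0.05 in place of the probability, and 7 to 31 without each mouse in turn. Both of the paper's genes, Npl and S100g, were among the 18. DESeq2 also gave a count of 2, but these were Gm1987 and Slc28a2 (named after their values were seen), which are not the paper's genes for low mDP PAC.

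With medium mDP PAC, the paper's text counts 27 genes, while Fig. 5a and the paper's supplementary data hold 26. The re-implemented NOISeq called 24, of which 15 are genes of Fig. 5a, and from 20 to 32 without each mouse in turn. The 27 called without water replicate 1 held 14 genes of Fig. 5a, so the equal count is not an equal list. Of the 11 genes of Fig. 5a not called, Sh3bgr, Hoxb5, Igfbp6 and Hbb-bt were called at a threshold of 0.7. Sh3bgr was also called with a mean FPKM of at least 1. With an exact permutation p under 0.05 and a fold change of at least 2, Cartpt, Hbb-bt, Hoxb5, Sh3bgr and Spsb4 were called. Igfbp6 was called without water replicate 4, and Igfbp6 and Sh3bgr without medium mDP PAC replicate 3. Hoxb5 passed the adjusted threshold in DESeq2, in the 3 limma models and in edgeR without medium mDP PAC replicate 2. Tshr, B3galt2, Rspo1, Xlr3b and Msln were not called under any setting run.

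The paper calls S100g the gene raised most in both PAC groups. By log2 fold change it ranked 4 among all tested genes with medium mDP PAC and 5 with low mDP PAC, and among the genes called by NOISeq it ranked 2 and 3. Its NOISeq probability ranked 1 with medium and 2 with low mDP PAC.

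Fig. 5c gives the ribosome and oxidative phosphorylation among the pathways lowered by medium mDP PAC. Here the hand-written sets were higher, with a mean log2 fold change of 0.20 for the ribosome (adjusted p = 5.51e-08, limma's camera) and of 0.13 for oxidative phosphorylation (adjusted p = 1.15e-07). The score lay above the water mean in 3 of 5 mice for the ribosome and in 4 of 5 for oxidative phosphorylation. Every setting run gave this direction, but an exact permutation test over mice gave p = 0.587 and p = 0.135. Nicotinate and nicotinamide metabolism, also in Fig. 5c, was lower with an adjusted p of 0.0554 (limma's camera). It passed 0.05 with fgsea, with a mean FPKM of at least 1, with only the 2 groups compared, with the number of the mouse as a block, and without water replicate 1 or 2, low mDP PAC replicate 5 or medium mDP PAC replicate 2 or 5. Over all alternatives its adjusted p lay between 0.0246 and 0.179.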

Other observations

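The counts of splits, the tests with covariates, those of the smooth muscle list against single genes, those of the Hox genes (themselves chosen after their values were seen), the ribosome and gene length tests without 1 mouse and the test of the Tmem254 copies were chosen only after the result was seen.

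Results of models of all genes were set beside other splits of the same mice. Of the 16 splits of the 10 mice that part every pair with the same number, 1 gave as many changed genes as medium mDP PAC against water (2 genes), which was the real split, and so did 1 of 100 splits drawn from all kinds. For the genes at an unadjusted p under 0.05, 2128 in the real split, this was also 1 of 16 and 1 of 100, with medians over the splits of 559 and 625.5. For low mDP PAC against water, 8 of the 16 and 40 of the 100 splits gave as many genes at an unadjusted p under 0.05 as the real split (520). For medium against low mDP PAC, these were 14 of 16 and 66 of 100 (559 in the real split). NOISeq gave as many genes in 5 of 16 and 25 of 100 splits for medium mDP PAC (24 genes), and in 2 of 16 and 23 of 100 for low mDP PAC (18 genes). As many gene sets were lower in 2 of 16 and 12 of 100 splits for medium mDP PAC (3 sets) and in 2 of 16 and 3 of 100 for low mDP PAC (3 sets). The 16 splits are too few to give a share under 0.05. The drawn splits also keep some mice of the same number together, and differ from the real split in that.

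The 13 genes of Fig. 5a that were lower with medium mDP PAC include Gata4 and Apoa4, which are markers of the proximal small intestine. Hoxb3, Hoxb4, Hoxb6, Hoxb8, Hoxb9 and Hoxc9, which lie outside Fig. 5a, were higher in both PAC groups, with log2 fold changes between 0.47 and 1.44 with medium and between 0.39 and 1.16 with low mDP PAC. No planned normalization moved the median change of all genes by more than 0.087, less than any of these. A candidate explanation is that the pieces of the PAC groups were taken further along the small intestine. The list of distal ileum markers did not differ between medium mDP PAC and water (log2 difference 0.16, exact permutation p = 0.4048), while the list of proximal markers without genes of Fig. 5a was lower (-0.55, exact permutation p = 0.0397, adjusted p = 0.397 over 30 tests). With group means subtracted, the position score followed the 13 genes (Pearson's r 0.638, permutation p = 0.02105, Spearman's rho 0.625) and, inversely, the 6 Hox genes (r -0.698, permutation p = 0.00686, rho -0.611). With the position score as a covariate the change with medium mDP PAC was smaller in 9 of the 13 genes, such as Gata4 (-1.49 in place of -2.48), and larger in the other 4, which were Barx2 (-2.12), Reg3g (-3.06), Slc28a2 (-1.51) and Nos2 (-1.94). In Slc28a2 the adjusted p was 0.00271 (edgeR), and between 3.91e-12 (DESeq2) and 0.0407 over all alternatives, so the position score did not account for its change. For the 9 genes and the Hox genes, an effect of PAC cannot be told apart from the position of the piece. The larger changes of Reg3g and Nos2 do not rule it out for them either. Low mDP PAC replicate 2 had the lowest position score (-1.165) and the highest Reg3g (5722 FPKM) and Nos2 (78.44 FPKM) of all mice. A covariate fit without this mouse was not run.

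Rspo1, Msln and Igfbp6, higher with medium mDP PAC, followed a list of mesothelium markers across mice within groups (r 0.984, permutation p = 4e-05) and a list of smooth muscle markers (r 0.951, permutation p = 0.00023, rho 0.925). A candidate explanation is a different share of outer gut wall in the pieces. The mesothelium list was higher by 1.05 on the log2 scale with medium mDP PAC than with water, within the spread between mice (exact permutation p = 0.1587), and by 0.89 with low mDP PAC (exact permutation p = 0.206). Both differences rest on water replicates 1 and 3 (scores of -1.97 and -2.05), since the other 3 water mice lay between 0.05 and 0.66, within the range of the medium mDP PAC mice. With the smooth muscle score as a covariate, the log2 fold change of Rspo1 was 0.10, that of Igfbp6 0.26 and that of Msln 0.30. These were 1.56, 1.64 and 1.65 with the position score, 0.88, 0.92 and 1.14 with the B cell score and 0.55, 0.70 and 0.41 with the 3 scores together. The change of these genes cannot be told apart from the share of outer wall in a piece.

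Across the genes tested, the log2 fold change of medium mDP PAC against water fell with gene length (Spearman's rho -0.264), while for low mDP PAC rho was -0.017. Without medium mDP PAC replicate 3, rho was -0.094, so most of the trend may come from that mouse. Genes are not independent replicates, and a biased library cannot be told apart from a change in the mouse.

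The ribosome and oxidative phosphorylation sets were higher with medium mDP PAC. One mouse could carry this, since without replicate 3 the adjusted p of the ribosome set was 0.5045 (limma's camera), while that of oxidative phosphorylation was 0.0008302. The adjusted p of the ribosome set over its other settings lay between 1.27e-18 and 0.587, and that of oxidative phosphorylation between 2.27e-14 and 0.345. By camera the ribosome result depended on this mouse, whose library also followed gene length (rho -0.458). The oxidative phosphorylation result passed the threshold without it, but at a fixed correlation of 0.01. With the correlation estimated for each set and all mice kept, its adjusted p was 0.345 (limma's camera). The scores of the other medium mDP PAC mice (-0.025 to 0.095) overlapped those of the water mice (-0.068 to 0.071). How far the oxidative phosphorylation result rests on replicate 3 is therefore open.

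Tmem254b, chosen after its values were seen and called by NOISeq in both PAC groups, ran from 0 to 27.5 FPKM between mice, with 11 of the 15 mice under 1 FPKM and 3 above 5. Its 3 near-identical copies in the genome summed to between 20.8 and 31.0 FPKM, a ratio of 1.49 between the highest and lowest mouse. The values may reflect how reads were divided between the copies rather than a change in expression.

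None of the 30 tests of marker lists had an adjusted p under 0.05, and 3 had an exact permutation p under 0.05 (proximal small intestine and enteric neurons and glia with medium mDP PAC, exocrine pancreas with low mDP PAC). The genes of the circadian clock Dbp, Per3 and Ciart, chosen after their values were seen, varied within each group. The FPKM of Dbp ran from 5.34 to 25.9 with water, from 7.86 to 28.9 with low mDP PAC and from 3.73 to 35.8 with medium mDP PAC.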
